# Integrin-linked kinase regulates the niche of quiescent epidermal stem cells

**DOI:** 10.1038/ncomms9198

**Published:** 2015-09-08

**Authors:** Jessica Morgner, Sushmita Ghatak, Tobias Jakobi, Christoph Dieterich, Monique Aumailley, Sara A. Wickström

## Abstract

Stem cells reside in specialized niches that are critical for their function. Quiescent hair follicle stem cells (HFSCs) are confined within the bulge niche, but how the molecular composition of the niche regulates stem cell behaviour is poorly understood. Here we show that integrin-linked kinase (ILK) is a key regulator of the bulge extracellular matrix microenvironment, thereby governing the activation and maintenance of HFSCs. ILK mediates deposition of inverse laminin (LN)-332 and LN-511 gradients within the basement membrane (BM) wrapping the hair follicles. The precise BM composition tunes activities of Wnt and transforming growth factor-β pathways and subsequently regulates HFSC activation. Notably, reconstituting an optimal LN microenvironment restores the altered signalling in ILK-deficient cells. Aberrant stem cell activation in ILK-deficient epidermis leads to increased replicative stress, predisposing the tissue to carcinogenesis. Overall, our findings uncover a critical role for the BM niche in regulating stem cell activation and thereby skin homeostasis.

## Abstract (web summary)

Integrin-linked kinase (ILK) is known to modulate the extracellular matrix and hair follicle morphogenesis. Here, Morgner *et al.* show that lack of ILK causes an aberrant ratio of basement membrane laminins, activating stem cells and predisposing skin to carcinogenesis.

Somatic stem cells (SCs) play key roles in replenishing tissues with differentiated cells that are lost during homeostatic renewal or during injury. SCs are established and maintained in specific anatomic locations termed niches, which are essential for SC homeostasis. Niches integrate signals that mediate the balanced response of SCs to the needs of organisms, prevent SC depletion and at the same time restrict excessive SC expansion into the surrounding tissue^1^.

The epidermis is an ideal tissue to explore the dynamic interactions between SCs and their niche. Mouse epidermis is composed of a pilosebaceous unit that consists of the hair follicle (HF), the sebaceous gland and the surrounding interfollicular epidermis (IFE). Each unit contains multiple distinct SC populations that fuel the constant renewal of the IFE and HFs during postnatal tissue homeostasis and regeneration^2^. The bulge region of the HF harbours quiescent HFSCs that undergo periodical activation to induce a so-called hair cycle, which commences with a growth (anagen) phase, followed by an involution (catagen) phase and terminated by a resting (telogen) phase. When a subset of HFSCs is activated at the onset of anagen, they leave the niche to generate the hair germ (HG) that grows downwards into the dermis^3^.

Tight regulation of quiescence and activation is required for maintaining a stable pool of HFSCs^4^. The core signalling pathways that regulate SC self-renewal, quiescence and activation have been identified. The bone morphogenetic protein (Bmp) pathway is required for maintaining HFSC quiescence, whereas Wnt and transforming growth factor-β2 (Tgf-β2) pathways are central for SC activation and differentiation^2^. However, it is not clear how these signals are initiated, amplified and switched off to achieve precise spatiotemporal coordination of SC activation and quiescence.

The extracellular matrix (ECM), in particular the specialized ECM forming the basement membrane (BM) of the dermal–epidermal junction, is a major constituent of the HFSC niche^5^. It provides biomechanical cues to the SCs but also regulates signalling by activating diverse cell surface receptors and by acting as a reservoir for growth factors, thereby modulating their bioavailability and activation^6^. The epidermal BM is a dynamic structure that is generated by both keratinocytes and dermal mesenchymal cells. In addition to synthesis, both cell types constantly remodel and organize BM components into a precise configuration^7^,^8^,^9^. Cell–matrix adhesion molecules, including integrins and their cytoplasmic effectors, are central players in this process^10^. Coupling of integrin adhesions to the cytoskeleton is central for precise spatiotemporal control of ECM deposition and remodelling. Integrins bind actin indirectly through the recruitment of a large number of actin-binding and regulatory proteins, such as integrin-linked kinase (ILK). ILK is one of the central regulators of the integrin–actin linkage^11^, and deletion of ILK in mice results in peri-implantation lethality due to severe defects in F-actin organization^12^. On the cellular level, ILK deficiency leads to compromised cell spreading and migration due to defective recruitment of cytoskeletal proteins to adhesion sites, loss of cellular force generation and defects in ECM deposition^12^,^13^,^14^. Mice lacking ILK in the epidermis display epidermal hyperthickening that is associated with accumulation of undifferentiated epidermal progenitor cells (EPCs) and increased proliferation^15^,^16^. In contrast, the role of ILK in HFSCs has not been addressed.

In the present study, we use the HF as a paradigm to show that ILK is required for maintaining the SC niche. Deletion of ILK leads to enhanced activation of HFSCs, ultimately resulting in their exhaustion. This is due to altered remodelling of the BM within the SC niche, promoting sustained activation of Wnt and Tgf-β2 pathways and a failure to re-establish quiescence. The enhanced SC activity leads to increased replicative stress and DNA damage, which predisposes the ILK-deficient epidermis to skin carcinogenesis. Taken together, our data indicate that ILK-mediated remodelling of the niche plays an essential role in SC fate regulation and skin homeostasis.

## Results

### Deletion of ILK leads to progressive loss of quiescent bulge SCs

The most prominent phenotype of mice lacking ILK in their epidermis is progressive hair loss, which occurs after the first postnatal hair cycle at the age of 6–8 weeks (wk)^15^, but the underlying mechanism is not known. As hair cycling is fuelled by HFSCs, we sought to investigate whether ILK regulates postnatal HFSC fate. We analysed HF morphology in ILK^fl/fl^ mice intercrossed with mice expressing Cre under the keratin (K)-5 promoter (from here on termed ILK-K5) during the first telogen phase after morphogenesis (postnatal day (P)21). At this stage, control HFs displayed typical resting-phase architecture characterized by thin, short HFs that terminated directly below the bulge (Fig. 1a). In contrast, most ILK-deficient HFs were thick and elongated, extending to the subcutis (Fig. 1a). Immunofluorescence analysis confirmed efficient deletion of ILK at this point (Supplementary Fig. 1a).

To analyse the HFSC compartment, we stained sections from P21 mice with antibodies against the bulge SC marker CD34 and observed a reduction in CD34 staining in ILK-K5 HFs (Fig. 1b,c). This reduction was progressive and at P57, when most HFs were lost, the remaining HFs showed no CD34 staining (Fig. 1d). Fluorescence-activated cell sorting (FACS) analysis of the CD34+/α6 integrin^hi^ bulge SC compartment confirmed progressive depletion of bulge SCs (Fig. 1e; Supplementary Fig. 1b). The initial reduction in the number of bulge SCs was not due to fewer HFs in the skin, as there was no difference in HF density between control and ILK-K5 mice at P21 (Supplementary Fig. 1c). Importantly, expression and localization of Lhx2, Nfatc1 and Sox9, key transcription factors required to establish HFSC fate^17^,^18^,^19^, were not altered. This indicates that ILK is not required to establish HFSC lineage identity (Supplementary Fig. 1d,e).

We next assessed the activation status of the bulge SCs. Upon activation, a subset of bulge SCs transforms into HG cells, divides and generates a pool of transit-amplifying cells (TACs)^20^,^21^. To address whether loss of CD34+ bulge SCs would be associated with SC activation, we stained HFs with antibodies against the SC marker K15 and P-cadherin, a specific marker for TACs^22^,^23^. We observed that P-cadherin staining extended upwards to the bulge where it overlapped with K15 staining in ILK-K5 HFs (Fig. 1f). In addition, K15-positive cells were found in the lower part of the HF corresponding to the hair matrix (Fig. 1f). This suggested that quiescent SCs were reduced, whereas the TAC population expanded to the bulge region of ILK-K5 HFs. To further assess the activation state of the SCs, we analysed proliferation within HFs by applying a short (1 h) bromodeoxyuridine (BrdU) pulse and observed that proliferation within HFs was significantly increased in ILK-K5 mice (Fig. 1g). Furthermore, analyses of long-term ethynyldeoxyuridine (EdU) label retaining as a read-out for the presence of quiescent cells revealed a strong reduction in the quiescent label-retaining cells within ILK-deficient HFs (Fig. 1h) after 10 days of chase, showing that deletion of ILK leads to loss of the quiescent SC pool.

### ILK regulates bulge SCs independent of morphogenesis

Given that the bulge niche is established postnatally around P21 when morphogenesis is completed^24^,^25^, we asked whether the loss of quiescent bulge SCs is a consequence of abnormal HF morphogenesis or whether ILK is required for SC maintenance. For this we used a doxycycline-inducible K14-promoter-driven Cre^26^ to delete ILK in the epidermis of adult mice (from here on termed ILK-iK14). We administered doxycycline from P21 onwards and observed that after 8 months of feeding these mice started developing spontaneous, patchy hair loss (Fig. 2a), concomitant with efficient downregulation of ILK protein in the IFE and HFs (Fig. 2b). Histological analyses showed enlarged HFs, with thickened infundibulum and outer root sheath, closely resembling the appearance of ILK-K5 HFs (Fig. 2c). In addition, FACS analysis showed a decrease of CD34+/α6 integrin^hi^ bulge SCs upon deletion of ILK (Fig. 2d). Collectively, these results indicate that ILK is required to maintain quiescence in bulge SCs independent of HF morphogenesis.

### ILK deficiency leads to enhanced bulge SC differentiation

We next sought to trace the fate of the aberrantly activated ILK-deficient SCs *in vivo*. To this end, we crossed ILK^fl/fl^ mice with Lgr5-EGFP-Ires-Cre^ERT2^ mice^27^ that were additionally carrying the Rosa26R-LacZ-Cre-reporter allele^28^ (from here on termed ILK-Lgr5 mice). Administration of tamoxifen at P17 (shortly before onset of telogen) to activate Cre resulted in efficient deletion of ILK specifically within HFs (Supplementary Fig. 2a). When HFs are in telogen, Lgr5 is exclusively expressed in SCs located in the lower bulge and in HG cells. Upon entry into anagen, the progeny of these cells contribute to the lower non-permanent part of the HF, including the cells populating the hair matrix, which no longer express Lgr5. In addition, in a process dependent on active cycling, progeny of Lgr5 cells can repopulate the bulge^29^. We injected mice from P17 onwards and observed that in the first telogen phase at P21/22, Lgr5-expressing cells were labelled by β-galactosidase and localized to the bulge and HG regions both in control and ILK-Lgr5 HFs (Fig. 3a).

When the HFs entered the subsequent anagen phase at P30, control mice showed β-galactosidase-positive Lgr5 progeny in the isthmus and bulge regions as well as in the non-permanent part of the HF, including a subset of the hair matrix cells (Fig. 3b,c). Strikingly, the frequency of β-galactosidase staining was significantly increased in the hair matrix of ILK-Lgr5 HFs, accompanied by a more subtle decrease in β-galactosidase staining in the isthmus region (Fig. 3b,c), indicating that deletion of ILK induces Lgr5-positive bulge SCs to leave the bulge and differentiate into hair matrix cells. This observation was strengthened by FACS analysis showing reduced numbers of GFP^+^ Lgr5-expressing SCs at this stage (Fig. 3d; Supplementary Fig. 2b).

Analyses of HFs in the second anagen phase post tamoxifen induction (P85) revealed that the overall numbers of β-galactosidase-positive cells found within HFs were significantly reduced in ILK-Lgr5 mice (Fig. 3e,f), confirming that Lgr5 progeny had been lost due to their preferential localization in the non-permanent part of the HFs in the preceding hair cycle. Consistent with this, the amount of GFP^+^ Lgr5-expressing cells was further diminished (Fig. 3g). Together these data show that upon loss of ILK, Lgr5-positive HFSCs are aberrantly activated and mobilized to differentiate into hair matrix cells during anagen, whereas repopulation of the bulge by Lgr5 progeny in the subsequent telogen fails to occur. This results in progressive depletion of Lgr5+ SCs.

### ILK is required to remodel the ECM around the bulge SC niche

As we had previously observed that ILK is essential for ECM deposition^13^, we hypothesized that changes in the ECM microenvironment could play a role in the aberrant activation of SCs in ILK-deficient HFs. To analyse this, we performed immunofluorescence analyses of two central BM components along the HFs, laminin (LN)-332 and LN-511 (ref. 30). Analysis of control mice showed that the LNs formed linear inverse gradients between the IFE and HFs. LN-332 expression was higher in the IFE compared with the deeper portions of the HF (Fig. 4a). In contrast, LN-511 was less abundant beneath the IFE, and the staining intensified around the HFs with the strongest signal at the isthmus region and around the HG (Fig. 4b). However, the bulge region showed weak LN-511 staining (Fig. 4b). In contrast, and as previously reported^15^, the BM beneath the IFE was fragmented in the ILK-K5 skin, as shown with both LN-332 and LN-511 staining (Fig. 4a,b). Interestingly, the BM was found to be relatively intact around the HF isthmus. Strikingly, LN-511 staining was highly enriched around the putative bulge region and around the HG of ILK-deficient HFs (Fig. 4b). In contrast, LN-332 staining was reduced around the lower portion of the HF including the HG (Fig. 4a). Western blot analysis of skin extracts with antibodies against γ1 and γ2 chains of LN-511 and LN-332, respectively, indicated that the amounts of LN γ2 chain were decreased and those of the LN γ1 chain were increased in ILK-K5 skin extracts compared with controls (Fig. 4c), demonstrating that the LN-332/LN-511 ratio is markedly altered in the skin BM of ILK-K5 mice.

We next asked whether the altered BM remodelling would be associated with changes in the dermal papilla (DP), a specialized cluster of mesenchymal cells that attaches to the HF BM and regulates HFSC activation^31^,^32^. Analysis of the DP at P21 showed that DP was attached to the distal tip of the HG in control telogen HFs (Fig. 4d), as expected. Strikingly, the DP of ILK-K5 HFs encapsulated the entire lower part of the HF, including the putative bulge (Fig. 4d). The alteration in DP architecture was already seen during the anagen stage at P14, excluding that the effect would be due to a difference in hair cycle stage (Supplementary Fig. 3a). Importantly, both the defects in BM composition and DP architecture were also seen when ILK was deleted in adult mice, demonstrating that they were not due to impaired HF morphogenesis (Supplementary Fig. 3b–d). These data indicate that ILK regulates the architecture of the bulge SC BM niche, as well as the crosstalk between the bulge SCs and the DP.

### ILK regulates SC fate-determining pathways

We next asked whether the altered architecture of the lower HF and the SC niche would perturb signalling crosstalk between the HF and the DP, thereby affecting bulge SC activation. 

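Bulge SCs positive for CD34 and with high surface α6 integrin were sorted by FACS from the skin of mice at postnatal day 21. There were 3 control libraries from mice with 1 floxed Ilk allele and the K5-Cre transgene, and 3 ILK-K5 libraries from mice with both Ilk alleles floxed and the same transgene. RNA was isolated with TRIzol, amplified as cDNA and sequenced as read pairs after a transposon-based library preparation. The authors aligned the reads to the mouse genome GRCm38, counted them per gene and analysed them in DESeq2. The deposited table of normalized counts holds 43274 genes, and each value is a whole number of reads divided by the size factor of its library, so that the reads counted on each gene could be recovered. Between 8228019 and 11969072 reads per library were counted on genes, with a median of 10486936 in the control and 9039193 in the ILK-K5 libraries. At this depth 1 read corresponds to between 0.726 and 1.52 normalized counts, depending on the library. The 100 most abundant genes took between 37.4% and 54.3% of the reads of a library. Genes encoded on the mitochondrial chromosome took between 11.5% and 27.6%. Normalized counts were compared between the genotypes on the log2 scale with limma, for the 16368 genes with a mean of at least 10 normalized counts over the 6 libraries. With 3 libraries per genotype, the smallest p-value that an exact permutation test on a single gene can give is 0.1, so that genes were called from limma's adjusted p-values. The Ilk gene lies on the plus strand of chromosome 7 from 105736592 to 105742925. Its normalized counts were 10.6, 16.7 and 38.5 in control libraries 1 to 3 and 14.8, 30.9 and 29.2 in ILK-K5 libraries 1 to 3, a log2 fold change of 0.30 (standard error 0.64, adjusted p = 0.933). Of its 2744 exon bases, 76.7% lie also in exons of Taf10 and 12.9% in exons of Rrp8, both on the opposite strand, which leaves little sequence where an unstranded count can be assigned to Ilk. The read count of Ilk therefore did not serve to check the genotype of the libraries.

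**Figure D1:**
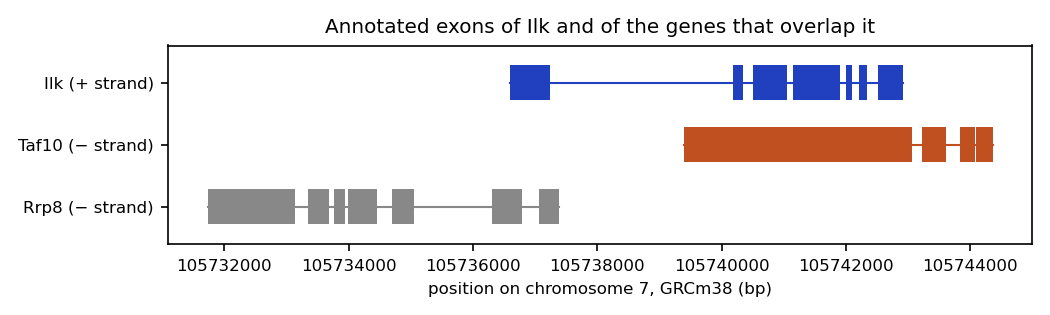
Exons of Ilk, Taf10 and Rrp8 along chromosome 7 of GRCm38, with the position in bases on the horizontal axis and 1 track per gene. The boxes are exons, and 89.7% of the exon bases of Ilk are shared with the other 2 genes.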

To assess the signalling status within ILK-deficient bulge SCs, we sorted CD34+/α6 integrin^hi^ SCs and analysed their transcriptomes using RNA-sequencing (RNA-seq). 

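Among the 16368 genes tested, 479 were higher and 98 were lower in ILK-K5 than in control bulge SCs at an adjusted p-value of at most 0.05 (limma with Benjamini-Hochberg adjustment). Each of these genes also changed more than 2-fold. At an unadjusted p-value under 0.05 there were 2011 genes. The 3 ILK-K5 libraries lay entirely above the 3 control libraries for all 479 higher genes and entirely below them for all 98 lower genes. Over all genes tested, the genotypes were separated in this way for 2929 genes or 17.9%, where chance gives 10%. For 85 of the higher genes every control library held no more than 3 reads, and for 4 of the lower genes every ILK-K5 library did, so that their fold changes are lower bounds only. The authors' deposited table of the same comparison lists 933 higher and 389 lower genes at its adjusted p-value of at most 0.05. Of these 1322 genes, 1308 were tested here, all 1308 changed in the same direction, and 565 were called. Among the alternatives without a term for the replicate number and with all 6 libraries, DESeq2 on the recovered reads moved the counts most, to 782 higher and 266 lower genes, and 570 of the 577 genes called with limma were called with it. The counts also depended on single libraries. They fell to 310 higher and 35 lower genes without control library 2, to 268 and 40 without ILK-K5 library 1, to 222 and 32 without ILK-K5 library 2, and to 245 and 41 without ILK-K5 library 3. All genes called both with and without a library changed in the same direction. The names of the deposited columns carry 1 number for replicate 1 of each genotype and another for replicates 2 and 3, which the paper's text does not explain. With a term for this difference, an alternative chosen after the data were seen, 846 genes were higher and 286 lower, and with replicates 2 and 3 only, 404 and 71. Replicate 1 has a single library per genotype and gives no value of its own.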

We found 932 genes to be significantly upregulated and 387 genes to be downregulated padj ≤0.05; Fig. 5a; Supplementary Data 1). To analyse whether the altered gene expression profile would reflect the enhanced activation and differentiation of the bulge SCs observed in the lineage-tracing experiments, we compared the gene expression signature of ILK-deficient bulge SCs with published signatures of quiescent and activated bulge SCs as well as TACs^33^. Strikingly, a significant proportion of the upregulated genes were signature genes of activated bulge SCs and TACs, whereas downregulated genes were over-represented in the quiescent bulge SC signature (Fig. 5a). Gene ontology (GO) term analysis provided further insights into biological processes that were altered in ILK-deficient bulge SCs. Epithelium development and cell adhesion surfaced among top GO terms in the group of downregulated genes, whereas immune response, response to wounding and cell activation were enriched in the upregulated genes (Supplementary Fig. 4a).

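The gene sets behind the GO terms were not used here, and the immune and epithelial genes were examined by name and with lists of marker genes. The largest rise among the called genes was that of C1qc, a complement gene on chromosome 4 from 136889804 to 136893065, with 1.45 ± 2.51 normalized counts (SD, n = 3 libraries) in control and 1063 ± 365 (SD, n = 3) in ILK-K5 bulge SCs, a log2 fold change of 9.19 (standard error 0.70, adjusted p = 2.88e-04 from limma). It was followed by Lyz2 with a log2 fold change of 8.93, C1qb, Mrc1 with 8.20 and Ctss with 8.11. All control libraries had at most 3 reads on C1qb, which was at least 325-fold higher in ILK-K5. The largest falls were those of Fgf18, with a log2 fold change of -5.41 (standard error 0.83, adjusted p = 0.00727), Gm5849, Mrgprb9-ps, Dlk1 with -4.77 and ENSMUSG00000098411 with -4.76. Gm5849 and Mrgprb9-ps, each with at most 3 reads in every ILK-K5 library, were at least 13.1-fold lower. The reads counted on ENSMUSG00000098411 were nearly those counted on Dlk1 in every library (132, 38 and 92 against 133, 38 and 93 in the controls), so that both genes hold 1 measurement. Of the 6 fits that each left out a library, Mrgprb9-ps was called in 1, that without control library 1, Gm5849 in 3, those without control library 1 or 3 or ILK-K5 library 1, and Dlk1 in 4, all but those without control library 2 or ILK-K5 library 2. Their adjusted p-values in these fits reached 0.168 for Mrgprb9-ps, 0.0885 for Gm5849 and 0.0847 for Dlk1.
All 15 tested genes of the macrophage list were called higher, with a median log2 fold change of 6.86, or 6.51 with the 5 genes at the floor in all controls set to their bound (adjusted p = 7.60e-33 from camera over 21 lists). The neutrophil list had a median of 3.57 over 4 genes, 2 of them called (adjusted p = 6.34e-06), and the T cell list 2.31 over 7 genes, 2 of them called (adjusted p = 2.29e-04). In the neutrophil list S100a8 and S100a9 were called, and Csf3r (adjusted p = 0.139 from limma) and Cxcr2 (adjusted p = 0.252) were not. Among its genes below the filter, Ly6g and Retnlg had 0 reads in every ILK-K5 library, whereas Mmp8 had 8, 5 and 3. The rise of this list therefore does not extend to all of its markers. The fibroblast list was also higher, with a median of 0.85 and 1 of 4 genes called (adjusted p = 0.00491). Neither the endothelial list (median 0.68 over 3 genes, adjusted p = 0.830) nor the melanocyte list (median 0.40 over 4 genes, adjusted p = 0.279) passed the threshold, although the melanocyte list did without ILK-K5 library 2, with a median of 0.83 (adjusted p = 0.0224). The melanocyte median was 0.22 without ILK-K5 library 1 and 0.15 without ILK-K5 library 3. The endothelial median was 1.19 without control library 1, 0.35 without control library 3 and -0.36 under DESeq2. Of the B cell and mast cell lists, only Ms4a1 and Kit passed the filter on low counts, which was too few for a test of the list. Ms4a1 had a log2 fold change of -0.65 (adjusted p = 0.823). Kit, with at most 3 reads in every control library, was at least 6.65-fold higher (adjusted p = 0.0578). Among the epithelial lists, genes of basal keratinocytes did not change detectably, with a median of -0.07 (adjusted p = 0.918) and 0 of 8 genes called, 1 of them at an unadjusted p-value under 0.05. Under quantile normalization this median was 0.15, and it was 0.047 without control library 1, 0.11 without control library 3 and 0.029 without ILK-K5 library 1. Genes of differentiated keratinocytes fell, with a median of -1.18 and 2 of 9 genes called (adjusted p = 6.03e-04), and the median was -0.59 without control library 3 (adjusted p = 0.0496). Under the other alternatives with 6 libraries or with replicates 2 and 3, the median lay between 4.89 and 8.55 for the macrophage list, between 1.03 and 4.32 for the neutrophil list and between 0.54 and 2.45 for the T cell list, with the lowest macrophage and neutrophil values from DESeq2 with shrinkage of fold changes. Counts adjusted over the list alone were 15 higher macrophage, 4 neutrophil, 5 T cell and 2 fibroblast genes, and 3 lower genes of differentiated keratinocytes. In the same way, 1 endothelial gene was higher and 1 lower, and 1 melanocyte gene was higher. The calls of the macrophage and neutrophil lists held under fry and under camera with an estimated correlation, those of the T cell and fibroblast lists under fry only, and that of the differentiated keratinocyte list under neither.

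**Figure D2:**
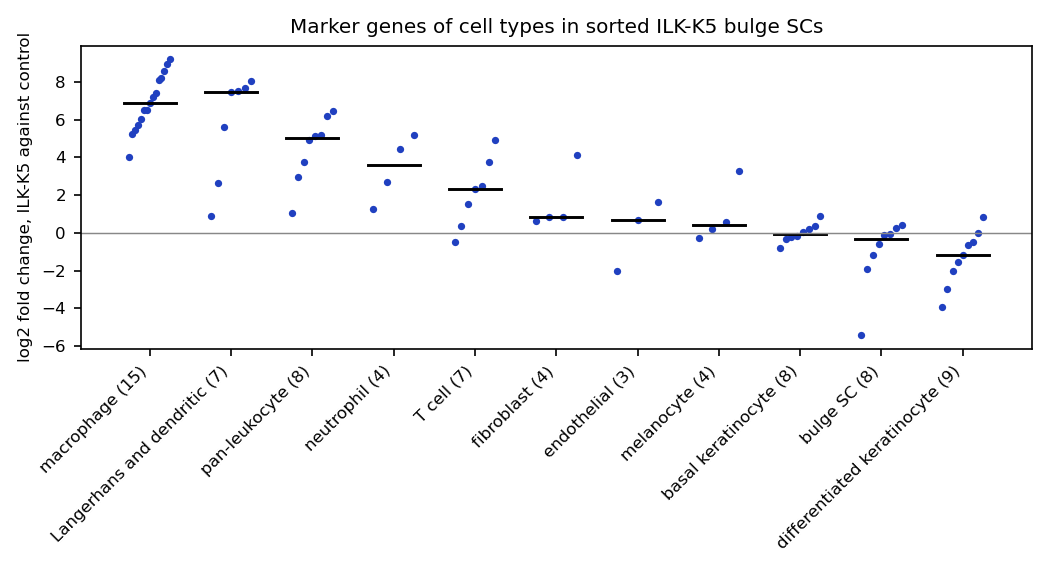
Log2 fold changes between ILK-K5 and control bulge SCs for the marker genes of each cell type list, 1 point per gene, with a line at the median of the list. The points of the macrophage list lie between 4.04 and 9.19, whereas those of the basal keratinocyte list lie between -0.82 and 0.91.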

The quiescent SC state is characterized by low activity of the Wnt and Tgf-β2 pathways and high Bmp activity^2^. 

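The KEGG gene sets were not used here, and a list of 25 genes of the Bmp pathway and a family of cytokines and their receptors defined by gene symbol took their place. Of the 22 Bmp pathway genes that were tested, 5 were among the 95 lower genes with a symbol, against 0.130 expected from the background of 16108 genes (odds ratio 52.3, one-sided Fisher's exact test, p = 1.56e-07). Grem1, which encodes a Bmp antagonist on chromosome 2 from 113746164 to 113758646, had 9828 ± 7487 normalized counts (SD, n = 3 libraries) in control and 692 ± 246 (SD, n = 3) in ILK-K5 bulge SCs, a log2 fold change of -3.62 (standard error 0.51, adjusted p = 0.00430 from limma). The other genes were Smad9 with a log2 fold change of -3.20 (standard error 0.50, adjusted p = 0.00770), Sostdc1 with -2.84 (standard error 0.31, adjusted p = 0.00124), Fst with -1.83 (standard error 0.35, adjusted p = 0.0208) and Id2 with -1.68 (standard error 0.38, adjusted p = 0.0444). Id2 was called in 1 of the 6 fits that each left out a library, that without control library 3, and its adjusted p-value over these fits lay between 0.0152 and 0.161. Because the study names Grem1, Id2, Id3 and Bambi from the same libraries, the test was repeated without them, and 3 of the remaining 18 genes were among the lower genes (odds ratio 34.8, one-sided Fisher's exact test, p = 1.52e-04). This value without the 4 genes had the largest p-value of all the alternatives, under which the odds ratio lay between 27.3 and 114. It was 99.1 without ILK-K5 library 3, the highest value when single libraries were left out, and 79.2, 70.4 and 87.4 without control library 2, ILK-K5 library 1 and ILK-K5 library 2.
The cytokine family held 149 tested genes, and 30 of them were among the 478 higher genes with a symbol, against 4.42 expected (odds ratio 8.73, one-sided Fisher's exact test, p = 5.96e-17). Across the other alternatives the odds ratio lay between 7.80 and 12.1, with p at most 1.99e-14, and p was at most 2.24e-10 when single libraries were left out. The largest rises in the family were those of Ccl9, with a log2 fold change of 7.21 (standard error 0.62, adjusted p = 3.68e-04), and of Cxcl2 and Ccr2, each with 6.80. Osm, with at most 3 reads in every control library, was at least 35.0-fold higher. The list holds 16 tested ligands and receptors of the Tgf-β superfamily. Of these, Inhba, with a log2 fold change of 5.63 (standard error 0.62, adjusted p = 0.00124), and Inhbb (adjusted p = 0.0191) were called, both higher, and the other 14 were not, among them Tgfb1 and Tgfbr1. Inhbb was called in 3 of the 6 fits that each left out a library, and Inhba in all 6. With a block for the replicate number, Tgfb1, Tgfbr1 and Tgfbr2 were called higher as well. DESeq2 on the recovered reads called Tgfb1 and Tgfbr1 higher and Bmp4 lower. The family as a whole had a median log2 fold change of 0.69 (adjusted p = 1.92e-10 from camera). Over all genes tested 30 of its genes were called higher and 2 lower, and 50 and 2 when adjusted over the list alone. The call of the family held under fry and under camera with an estimated correlation.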

Interestingly, Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis revealed that Bmp pathway genes were the most significantly over-represented gene group in the downregulated genes (*P*=0.0065, Fisher's exact test), whereas the cytokine–cytokine receptor pathway, including the Tgf-β pathway, was most significantly over-represented in the upregulated gene set (*P*=1.12 × 10^−14^, Fisher's exact test; Fig. 5b; Supplementary Fig. 4a). Also multiple target genes of the Wnt pathway were found significantly upregulated in ILK-K5 bulge SCs (padj ≤0.05; Fig. 5b).

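Cd44 had 2645 ± 451 normalized counts (SD, n = 3 libraries) in control and 6138 ± 552 (SD, n = 3) in ILK-K5 bulge SCs, a log2 fold change of 1.23 (standard error 0.26, adjusted p = 0.0370 from limma). The gene lies on chromosome 2 from 102811141 to 102901665. It was not called in any of the 6 fits that each left out a library, in which its adjusted p-value lay between 0.0562 and 0.187. Timp3 had a log2 fold change of 2.04 (standard error 0.34, adjusted p = 0.0116) and shares 21.3% of its exon bases with other genes. Its adjusted p-value was 0.0603 without ILK-K5 library 2. Krt17 (K17) and Sox7 were higher in every ILK-K5 than in every control library but were not called, with log2 fold changes of 1.91 (standard error 0.52, adjusted p = 0.0930) and 2.23 (standard error 0.59, adjusted p = 0.0840). DESeq2 on the recovered reads called both, with adjusted p-values of 0.00307 for Krt17 and 0.0126 for Sox7, and over all alternatives with 6 libraries or with replicates 2 and 3 these lay between 7.00e-10 and 0.168 for Krt17 and between 4.46e-05 and 0.132 for Sox7. Krt17 was also called without ILK-K5 library 1 (adjusted p = 0.0258) and Sox7 without control library 3 (adjusted p = 0.0359).
The 6 Wnt targets that the study names, which include Lef1 and Lgr5, had a median log2 fold change of 1.57 (adjusted p = 4.44e-04 from camera), with 2 genes called over all genes tested and 4 when adjusted over the list alone. As the study chose these genes on the same libraries, this count is not independent evidence. A list of 19 other Wnt targets, which the study does not name, had 15 genes with enough counts. Their median log2 fold change was -0.20 (adjusted p = 0.115), with 10 genes lower and 5 higher. None was called, over all genes or adjusted over the list alone, and 2 had an unadjusted p-value under 0.05. Among them, Axin2 had a log2 fold change of -0.16, Ccnd1 of -1.01 (adjusted p = 0.0899) and Nkd1 of -1.92 (adjusted p = 0.178). After a correction for GC content, which shifted the median of all genes to -0.12, the median of these targets was -0.49 (adjusted p = 0.0193, between 0.0193 and 0.583 over all alternatives). Notum, Sp5, Dkk4 and Twist1 were below the filter, and a change in them was not detectable at this depth. The call of the named targets held under fry and not under camera with an estimated correlation (adjusted p = 0.0587).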

To validate the results of the RNA-seq analysis, we further analysed gene expression of independently isolated bulge SCs using reverse transcription (RT)–quantitative (q)PCR. In agreement with the RNA-seq data, the gene expression signature of ILK-deficient bulge SCs showed increased expression of Wnt and Tgf-β2 pathway target genes (*Lef1*, *CD44*, *Lgr5* and *K17* for Wnt and *Mmp9*, *Pai1*, *Mmp13* for Tgf-β2), whereas Bmp pathway target genes (*Bambi*, *Grem1* and *Id3*) were downregulated (Fig. 5c).

The changes in target gene expression were paralleled by increased nuclear localization of β-catenin, in particular, within the enlarged HG at P21 (Fig. 5d,e) as well as increased staining of Lef1 that extended to the K15-positive compartment within the bulge (Supplementary Fig. 4b), indicative of increased Wnt signalling. Furthermore, we observed downregulation of Smad1/5/8 phosphorylation as evidence for reduced Bmp activity (Fig. 5f) and upregulation of Smad2 phosphorylation indicative of enhanced Tgf-β signalling (Fig. 5f–h). Taken together, the data demonstrate that deletion of ILK results in a shift towards an activated SC phenotype characterized by upregulated Tgf-β2 and Wnt/β-catenin signalling and supressed BMP signalling at P21, when SCs are normally quiescent.

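At the level of whole pathways, the 22 tested Bmp genes had a median log2 fold change of -0.85, with 16 genes lower and 6 higher in ILK-K5 bulge SCs (adjusted p = 1.36e-05 from camera). Of these, 5 were called lower over all genes tested and 7 when adjusted over the list alone. The 4 Bmp genes named by the study had a median of -1.67 (adjusted p = 1.84e-05), with 2 called lower over all genes and 4 when adjusted over the list alone, and the last count is not independent evidence because the study chose the genes on these libraries. The 24 genes of the Tgf-β pathway had a median of 1.01 (adjusted p = 2.59e-04), with 7 called higher and 1 lower over all genes, and 13 and 4 when adjusted over the list alone. Tgfb2 itself had 266 ± 69.3 normalized counts (SD, n = 3 libraries) in control and 154 ± 12.2 (SD, n = 3) in ILK-K5 bulge SCs, a log2 fold change of -0.75 (standard error 0.31, adjusted p = 0.357 from limma), and was not called. Of the pathway's genes that the study does not name, Pmepa1 rose by 3.63 on the log2 scale (adjusted p = 3.77e-04) and Inhbb was also called higher, whereas Ltbp2 fell by 2.24 (adjusted p = 0.00813). Without the 8 genes that the study names, the median of the other 16 genes was 0.13 (adjusted p = 0.975 from camera). The 9 Tgf-β genes that the study names had a median of 4.48 (adjusted p = 1.67e-14), with 6 called higher over all genes and 9 when adjusted over the list alone, again without being independent evidence. Under fry all 4 calls held (adjusted p = 0.0221 for the Bmp pathway, 0.0239 for the named Bmp genes, and 2.33e-04 for both Tgf-β lists). Under camera with an estimated correlation, those of the Tgf-β pathway (adjusted p = 0.0457) and of the named Tgf-β genes (adjusted p = 0.0338) held, and those of both Bmp lists did not (adjusted p = 0.130 for each). Over all alternatives the adjusted p-values lay between 2.70e-12 and 0.130 for the Bmp pathway and between 1.68e-21 and 0.975 for the Tgf-β pathway, for which the list without the genes named by the study alone missed the threshold. From the expression data, the qPCR of target genes, nuclear β-catenin and the phosphorylation of Smad proteins, the paper concludes that SCs without ILK leave the quiescent state, with more Tgf-β2 and Wnt signalling and less Bmp signalling.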

To assess whether the observed alterations in the signalling status of the bulge SCs were secondary to the fact that ILK-K5 HFs were not properly entering telogen, we performed gene expression analyses at P14, when both controls and ILK-K5 HFs were phenotypically in late anagen (Supplementary Fig. 4c). As the CD34+ bulge SC niche is not yet established at this stage^34^, we isolated α6 integrin+ EPCs that contain progenitor/SCs from both HFs and IFE for gene expression analyses. RT–qPCR analyses of P14 EPCs revealed that Wnt and Tgf-β pathway target genes were upregulated already during the anagen stage (Supplementary Fig. 4d), indicating that the changes did not arise from a difference in the hair cycle phase. Interestingly, Bmp pathway targets were unaltered at this point (Supplementary Fig. 4d), suggesting that changes in Bmp signalling were not the primary cause of the phenotype. Interestingly, at the onset of anagen at P7, no major differences in Wnt target gene expression were found, with the exception of upregulated Lgr5 expression (Supplementary Fig. 4e), consistent with previous results showing no obvious changes in Wnt reporter activity during anagen^15^. Collectively, the data indicate that HFs lacking ILK fail to downregulate Wnt/β-catenin and Tgf-β2 pathways during the anagen-to-catagen transition, leading to persistent SC activation and subsequent failure to enter telogen.

### BM composition regulates SC quiescence and activation

We next asked whether the observed changes in the bulge SC niche of ILK-K5 HFs could directly contribute to the aberrant activation of SCs. We first tested whether the inverse gradients of LN-332 and LN-511 could differentially regulate SC activation. We isolated EPCs from wild-type mice, plated them directly on recombinant LNs and analysed Wnt and Tgf-β signalling. A mixture of two other β1 integrin ligands, type I collagen and fibronectin, were used as controls to exclude effects from altered adhesion or integrin usage. Adhesion of EPCs on LN-511 induced phosphorylation of Smad2 (Fig. 6a) as well as upregulation of Tgf-β target genes (Fig. 6b), whereas it did not affect β-catenin stability or Wnt target gene expression (Fig. 6a,b). In contrast, adhesion of EPCs on LN-332 suppressed β-catenin levels (Fig. 6c), and downregulated the expression of Wnt target genes (Fig. 6d), whereas it did not affect Tgf-β signalling (Fig. 6c,d). Together these results indicate that LN-511, present at low levels around the bulge and at higher levels around the HG/TACs, promotes Tgf-β signalling, whereas LN-332, highly expressed along the IFE and to a lesser extent along the upper regions of HFs, suppresses Wnt/β-catenin signalling.

To address whether the altered LN-332/LN-511 ratio in ILK-K5 skin could cause increased Tgf-β2 and Wnt signalling, we performed *in vitro* rescue experiments where we substituted the ECM of ILK-deficient EPCs by that deposited by wild-type keratinocytes. In contrast to control cells, ILK-deficient EPCs were unable to deposit a proper LN-332 pericellular matrix (Fig. 6e). Instead they deposited abnormal aggregates of LN-332 that did not support adhesion, as cells were found to displace themselves from the LN-332 aggregates (Fig. 6e). When plated on preassembled wild-type ECM that was abundant in LN-332, ILK-deficient EPCs readily adhered to this matrix (Fig. 6e). Analysis of LN-511 revealed that control cells deposited very little LN-511, whereas ILK-deficient EPCs deposited and adhered to LN-511 (Fig. 6f). Consistent with the low abundance of LN-511 pericellular matrix in control cells, very little LN-511 was detected in the preassembled ECM (Fig. 6f).

ILK-deficient EPCs maintained the molecular signature of high Tgf-β and Wnt target gene expression seen *in vivo* also when placed into culture (Fig. 6g). Strikingly, the altered gene expression was completely restored when ILK-deficient cells were plated on wild-type preassembled ECM (Fig. 6g). To confirm that the rescue in signalling was induced by correcting the LN-332/LN-511 ratio, we depleted these LNs from the ECM-producing cells using short interfering RNAs (siRNAs) (Supplementary Fig. 5a,b). Interestingly, depletion of LN-332 induced a slight increase in LN-511 deposition into the ECM of wild-type keratinocytes (Supplementary Fig. 5a,b), resembling the constitution of the BM around the ILK-deficient HFs (Fig. 4a–c). Importantly, ILK-K5 EPCs plated on the LN-332-depleted ECM where LN-511 was now relatively more abundant failed to downregulate Wnt and Tgf-β signalling (Fig. 6h). As expected, further depletion of the low LN-511 levels did not significantly affect the ability of the ECM to rescue the altered Wnt and Tgf-β signalling activities in ILK-K5 EPCs (Fig. 6h). We conclude that the precise ratio between LN-332 and LN-511 adjusts activities of key signalling pathways that determine SC activation within the bulge niche. This ratio is disturbed in the absence of ILK, resulting in aberrant SC activation and subsequent SC exhaustion.

### SC activation promotes replicative stress and skin carcinogenesis

We next sought to identify long-term consequences of the aberrant SC activation in ILK-deficient skin. Quiescent bulge SCs are more resistant to DNA damage than their progeny due to a more efficient DNA damage response, whereas SC activation can promote the generation of tumour-initiating cells^35^. In addition, quiescence prevents replicative stress and protects SCs from DNA damage in hematopoietic SCs^36^. We thus hypothesized that enhanced activation would expose ILK-deficient bulge SCs to replicative stress and thereby to DNA damage. Analysis of pan-nuclear γH2AX staining indicative for replicative stress^37^, showed a marked increase in ILK-K5 epidermis at P21 (Fig. 7a). The replicative stress was further confirmed by elevated levels of p53 (Fig. 7b).

We next asked whether replicative stress in ILK-K5 skin was restricted to the phase of aberrant bulge SC activation and depletion. To this end, we analysed mice at P57, when bulge SCs were largely depleted in ILK-K5 mice, and observed accumulation of pan-nuclear γH2AX staining within the ILK-deficient IFE (Fig. 7c). The IFE of ILK-K5 mice showed hyperproliferation at this stage (Fig. 7c). As it was recently shown that repression of Wnt/β-catenin signalling in the IFE is required to maintain normal levels of proliferation under homeostatic conditions^38^,^39^, we asked whether Wnt signalling would be upregulated within the IFE at P57. Analyses of Wnt target gene expression from sorted ILK-K5 EPCs showed that Wnt target genes were still upregulated at P57, despite low abundance of HFs (Supplementary Fig. 6a).

As we observed increased replicative stress and subsequent accumulation of DNA damage in ILK-deficient mice, we next investigated whether this would predispose the mice to skin carcinogenesis. Using the chemical induced multistage skin carcinogenesis protocol^40^, we observed that ILK-K5 mice displayed a significant increase in tumour incidence (Fig. 7d; Supplementary Fig. 6b). The tumour multiplicity was also significantly increased (Fig. 7e). The morphology of the papillomas was comparable, and the tumour size, proliferation and apoptosis rates within them were not altered (Supplementary Fig. 6c–f). This indicated that ILK does not significantly regulate the behaviour of the tumour cells after transformation. Studies on tumour progression were not possible due to deteriorating skin health condition of ILK-K5 mice. Taken together, loss of ILK leads to upregulation of Wnt signalling in HFs and in the IFE and this increased activation is associated with increased DNA damage, predisposing the tissue to malignant transformation.

## Discussion

In the present study we show that ILK is required for the maintenance of quiescent bulge SCs through remodelling of the ECM niche. We further show that the precise ratio of LN-511 and LN-332 regulates core SC fate-determining signalling pathways and that this ratio is disturbed in the absence of ILK, leading to aberrant SC activation and failure to re-establish quiescence. In the long run, the enhanced activation predisposes ILK-deficient cells to replicative stress and malignant transformation.

Adult SCs fuel tissue renewal, repair and remodelling in mature organs. By tuning their proliferation rate to match the changing needs of their resident tissues, SCs maintain organ form and function. Their ability to sense and respond to tissue needs derives, in large part, from the intimate association of SCs with their niche^1^. Because of their complexity and dynamic variation, niches of mammalian adult SCs are still poorly characterized. The skin epithelium, due to its geometric and well-understood architecture, offers particular potential for shedding light on the role of the ECM niche in SC regulation. We have previously shown that ILK is critical for remodelling the ECM, due to its essential role in actin organization and in generating force through β1 integrins^13^, making ILK-deficient SCs an ideal model to address this question. Our current data show that ILK-mediated establishment of inverse gradients of the β1-integrin ligands LN-511 and LN-332 within the IFE and HFs is central for maintenance of the quiescent bulge SC pool.

In human and in mice, absence of LN-332 results in extensive skin blistering and lethality few days after birth, highlighting its importance for epidermal architecture, but precluding analysis of HF cycling and postnatal IFE homeostasis^41^. In contrast, LN-511 that is present in highest levels around the HG is clearly needed for HF downgrowth^42^,^43^. Interestingly, LN-511 is downregulated during anagen-to-catagen transition, and this downregulation is required for catagen progression^30^. Consistently, exogenous LN-511 enhances the growth of human HFs, whereas addition of LN-332 antagonizes this effect^44^, indicating that LN-511 and LN-332 play opposing roles in HF growth regulation. Our findings that LN-511 enhances Tgf-β signalling, which makes HFSC more receptive for activating signals, whereas LN-332 suppresses Wnt signalling that is required for HFSC differentiation^2^, provide a molecular mechanism for these observations and explain why ILK-deficient HFs fail to re-establish SC quiescence and to enter telogen. We summarize these findings in a model in Fig. 8.

How LN-511 and LN-332 regulate these specific signalling pathways remains an exciting open question. Compared with LN-332, LN-511 shows higher affinity to heparan sulfate proteoglycans^45^,^46^. Moreover, enzymatic removal of the proteoglycan-binding domain of LN-332 is required for integration of LN-332 to the BM network^8^. As heparan sulfate proteoglycans are important regulators of growth factor signalling, altered LN-332/LN-511 ratios could result in differential deposition and bioavailability of Wnt and/or Tgf-β2, or directly affect downstream signalling through modulating transmembrane heparan sulfate proteoglycans such as syndecans^47^. Alternatively, binding of β1 integrins to different LN isoforms might lead to assembly of differential integrin–adhesion complexes^48^, thereby affecting signalling crosstalk with growth factor receptors.

The epidermis consists of multiple SC niches that harbour distinct pools of SCs and regulatory niche cells. Despite this complexity, a unifying feature of the different SC populations is that they adhere basally to BMs that integrate them into their specific tissue architecture^49^, raising the possibility that structural, BM-derived signals coordinate the various SC niches. Intriguingly, when restricted by tissue architecture, the specific SC pools within the epidermis remain strictly compartmentalized, and the pilosebaceous unit is maintained independent of the IFE in the absence of wounding^50^,^51^,^52^. However, upon removal from tissue and subsequent transplantation, the specialized SCs exhibit broader potency in their new microenvironment. For example, transplanted bulge SCs generate not only HFs, but also IFE and sebaceous glands^53^,^54^. This strongly indicates that differences in the molecular composition of the HF and IFE niches guide SC lineage progression. Our finding that LN-332 that is enriched in the IFE suppresses Wnt signalling, could explain the ability of the IFE niche to drive HFSCs towards IFE fate. The question remains how ILK differentially regulates LN-511 and LN-332 deposition. ILK is essential for the force-transducing function of β1 integrins that bind both LN-511 and LN-332 with high affinity^55^. Interestingly, dystroglycans that are ECM-assembling receptors linked to the actin cytoskeleton, do not bind efficiently to LN-332 but have high affinity to LN-511 (refs 56, 57). Dystroglycans do not require ILK for their function and could compensate for the loss of β1-integrin-ILK function selectively in LN-511 deposition, leading to an imbalance in the ratio of LN-511 and LN-332. Alternatively, as dermal fibroblasts have been shown to contribute to BM assembly at the dermo-epidermal junction^9^,^58^,^59^, excess LN-511 could be derived from the mesenchymal cells of the DP that abnormally encapsulate the ILK-deficient HFs.

Previous studies from us and others have established an essential role for ILK in cell migration^11^. This is consistent with the reported pro-metastatic function of ILK^60^. There are, however, very few mechanistic *in vivo* studies on the role of ILK in cancer. The mouse mammary tumour virus (MMTV) oncogene-induced breast cancer model has been used to address the role of ILK in cancer progression. In this study, ILK expression was shown to promote tumour progression^61^. Our current results show that deletion of ILK leads to hyperproliferation of the IFE, associated with upregulation of Wnt target genes and increased replicative stress. These changes predispose ILK-deficient epidermis to skin carcinogenesis, suggesting that ILK might play a protective role in cancer initiation by maintaining tissue architecture. This is distinct from the oncogene overexpression model of MMTV, as in the latter case only events that occur downstream of oncogene-induced transformation can be explored. To our knowledge, the current study is the first genetic study to assess the role of ILK in the very early steps of cancer initiation, highlighting the importance of using different tumour models to address the various roles of ILK in cancer.

In summary, our study delineates how reciprocal interaction between SCs and their niches regulate SC fate and highlights the role of tissue architecture in coordinating cellular behaviours and protecting it from malignant transformation.

## Methods

### Animal experiments

To generate an epidermis-specific deletion of ILK, ILK^fl/fl^ mice were crossed with mice expressing Cre under the K5 promoter (ILK-K5 (ref. 15)). As no phenotypic differences were observed among ILK^+/+^, ILK^fl/fl^ and ILK^fl/+^-K5-Cre mice, as all showed normal skin and HFs, ILK^fl/+^-K5-Cre mice were chosen as controls to exclude effects from Cre expression. To achieve inducible epidermal deletion of ILK, ILK^fl/fl^ mice were crossed with K14 rTA-tetOCre mice^26^. Cre expression was induced by administering doxycycline in chow (1 g kg^−1^, Ssniff GmbH) for 8 months starting at 3 weeks of age. ILK^fl/+^-K14 rTA-tetOCre and ILK^fl/fl^-tetOCre mice that were phenotypically indistinguishable were used as controls.

For lineage-tracing experiments ILK^fl/fl^ mice were crossed with Lgr5-EGFP-Ires-CreERT2 mice^27^ and Rosa26R-LacZ Cre reporter mice^28^. Cre recombinase was activated by injecting 1 mg tamoxifen dissolved in 100 μl corn oil for 5 consecutive days. Lgr5-EGFP-Ires-CreERT2-ILK^fl/+^ or Lgr5-EGFP-Ires-CreERT2-ILK^+/+^ mice that were phenotypically indistinguishable were used as controls. All mouse lines were in a C57Bl6-129/Sv background.

For all *in vivo* experiments, the controls were littermates of ILK-deficient mice. Genders were distributed randomly between genotypes. Mice were housed in a special pathogen-free mouse facility. All animal experiments were performed according to institutional guidelines and animal licence of the State Office North Rhine-Westphalia, Germany.

### *In vivo* proliferation and label-retaining experiments

For label-retaining analyses, 10-day-old mice were injected with 50 mg kg^−1^ bodyweight EdU every 12 h for four injections. After a 10-day chase period, the mice were killed and dorsal skin was isolated for analysis. For short-term analysis of proliferation, 100 mg ml^−1^ BrdU (Sigma) was injected intraperitoneally 1 h before killing.

### Immunohistochemistry

Staining with haematoxylin/eosin was performed using standard protocols. For β-galactosidase staining skin biopsies were fixed in 0.2% glutaraldehyde in phosphate buffered saline (PBS) for 1 h at 4 °C. Tissue was washed with PBS and permeabilized with 0.2% NP-40 in PBS 1 h at room temperature, followed by incubation in staining solution (5 mM K-ferrocyanide, 5 mM K-ferricyanide, 2 mM MgCl_2_, 1 mg ml^−1^ X-Gal in 0.02% NP-40 in PBS) at 37 °C over night. Stained tissue was post-fixed with 4% paraformaldehyde and embedded in paraffin.

For alkaline phosphatase staining, frozen sections were fixed with acetone at -20 °C for 10 min, washed with PBS and stained with NBT/BCIP (Roche) in 0.1 M Tris-HCl, pH 9.5, 0.1 M NaCl. Sections were counterstained with Nuclear fast red (Roth) and mounted in Entellan (Merck).

pSmad2 (Cell Signaling 3101; 1:100) staining was detected using biotinylated secondary antibody (31820, Thermo Scientific; 1:500) followed by tertiary labelling with streptavidin-HRP (Dako, 1:300), staining with DAB chromogen substrate (Dako) and subsequent counterstain with haematoxylin.

Images were collected with a Leica DM4000 light microscope using a × 10 or × 20 objective.

### Immunofluorescence

Immunofluorescence was carried out as described previously^14^. Briefly, cells grown on glass coverslips or tissue pieces embedded in cryomatrix (Thermo Shandon) were fixed in 4% paraformaldehyde or ice-cold methanol, permeabilized with 0.3% Triton X-100 in PBS and blocked in 5% BSA. Stainings on paraffin sections was carried out after deparaffinization and antigen retrieval (20 min in a pressure cooker) in target retrieval solution (TRS; Dako).

Samples were subsequently incubated overnight in primary antibody in 1% BSA, followed by washing and incubation in secondary antibody (Alexa Fluor, Life Technologies; 1:500). Finally, samples were mounted in Elvanol. The following primary antibodies were used to stain cells and frozen sections: ILK (Cell Signaling; 1:500) LN-332 (gift from R.E. Burgeson; 1:20,000), LNα5 (ref. 62) (gift from L. Sorokin; 1:20,000), CD34 (gift from M. Koch; 1:1,000 or eBioscience clone RAM34; 1:250), P-Cadherin (Invitrogen; 1:200), K15 (Thermo Scientific; 1:2,000) and K14 (Covance; 1:1,000 or Progen; 1:100).

TRS pH 9 (TRS; Dako) was used for stainings on paraffin sections with antibodies against Sox9 (Santa Cruz, sc-20095; 1:100), BrdU (BD 347580; 1:25), Ki67 (Dako M7249, 1:100) and K14 (Covance; 1:1,000 or Progen; 1:100). TRS pH 6 (Dako) was used for staining with antibodies against Nfatc1 (Santa Cruz, sc-7294; 1:200), γH2AX (Cell Signaling, 1:250), β-catenin (Santa Cruz, sc-7199; 1:200), K14 (Covance; 1:1,000 or Progen; 1:100) and p53 (Leica CM5; 1:100).

For detection of EdU, paraffin sections were deparaffinized and incubated in 100 mM Tris pH 8.5, 1 mM CuSO_4_ and 100 mM ascorbic acid containing 10 μM 488-Azide (Invitrogen) for 30 min at room temperature. Apoptotic cells were detected by Terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) staining (Promega) according to the manufacturer's instructions.

Fluorescent images were collected by laser scanning confocal microscopy (TCS SP5X; Leica) with × 63 or × 40 immersion objectives using LAS software. All images were recorded sequentially and averaged at least twice. Fluorescent images were quantified using ImageJ software (NIH).

### FACS analysis

The epidermis was separated from the dermis using 0.8% trypsin (50 min at 37 °C), minced and filtered through 70-μm and 40-μm cell strainers. Single-cell suspensions were subsequently incubated with primary antibodies in 5% FCS in PBS for 45 min at 4 °C. FACS analysis was performed using a FACSCanto II cytometers equipped with FACSDiva Software (BD). The following antibodies were used: CD49f-FITC (BD 555735; 1:500), CD49f-eFluor450 (eBioscience; 1:300), CD34 (eBioscience clone RAM34; 1:100). Cell viability was assessed by 7AAD (eBioscience; 1:50). Data were analysed using FlowJo 7.6 software.

### RNA-seq of isolated bulge SCs

CD34+/α6 integrin^hi^ bulge SCs were isolated by FACS (FACSAria; BD) directly into TRIzol LS (Invitrogen), after which total RNA was isolated according to the manufacturer's instructions. Quality of the RNA for sequencing was determined using an Agilent 2200 TapeStation. Amplified complementary DNA (cDNA) was prepared at the Cologne Center for Genomics using Ovation RNA-Seq System V2 (NuGen) followed by subsequent library preparation using the Nextera XT library preparation kit (Illumina). RNA-sequencing was carried out on Illumina HiSeq2000 machines using the 2 × 100-bp protocol and V3 chemistry.

After quality control, adapter sequences were removed by flexbar^63^. Reads mapping to ribosomal RNA-related genes were filtered out using a custom ribosomal RNA-only reference. After preprocessing, reads were mapped to the Mus musculus reference genome (build GRCm38_79), followed by differential gene expression analysis using the DESeq2 R library (version 1.6.3). Transcripts regulated greater than twofold with an adjusted *P* value of ≤0.05 were used in GO term and KEGG pathway analysis (DAVID Bioinformatics Resources 6.7) to find enriched functional annotations.

### Magnetic cell separation

Single-cell suspensions of epidermis were generated as above. Cells were incubated with CD49f-FITC (BD 555735; 1:100) for 30 min at 4 °C. Cells were subsequently rinsed and incubated with anti-FITC antibodies coupled to magnetic beads (Miltenyi Biotech) for 20 min at 4 °C. CD49f(+) cells were separated and collected using a magnetic column (Miltenyi Biotech) and lysed for RNA isolation.

### Quantitative RT–PCR

Total RNA was isolated using the RNeasy Plus Mini Kit, after which cDNA was synthesized using the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems) or in case of FACS-sorted SCs using SuperScript Vilo (Invitrogen). qPCR was performed on the StepOne Plus (Applied Biosystems) or CFX384 (Bio-Rad) Real-Time PCR systems using the DyNAmo ColorFlash SYBR Green Mix (Thermo Fisher). Gene expression changes were calculated following normalization to GAPDH, S26, S18 or β-actin using the comparative Ct (cycle threshold) method. For a complete list of primers used, see Supplementary Table 1.

### Isolation of primary keratinocytes and adhesion signalling experiments

Single-cell suspensions of P21 epidermis were generated as above. Keratinocytes were plated and cultured feeder-free in keratinocyte growth medium containing 8% calcium-depleted FCS and low calcium (45 μM) and directly used for experiments.

For adhesion on defined ECM substrates, LN-511 (10 μg ml^−1^), LN-332 (1  μg ml^−1^; both from Biolamina) and collagen I (25  μg ml^−1^)+fibronectin (10 μg ml^−1^; both from Millipore) were coated on tissue culture dishes overnight at 4 °C. Unspecific binding was blocked with heat-inactivated 2% BSA in PBS for 1 h at room temperature, after which freshly isolated cells were allowed to adhere 6 h before harvesting.

For generating a cell-free ECM platform, primary wild-type human keratinocytes (CellNTec) were cultured in serum-free medium (CellNTec) on tissue culture dishes or glass coverslips for 6 days. Cells were removed by incubating the cultures in extraction buffer (20 mM ammonium hydroxide and 0.5% Triton X-100 in PBS) at 37 °C. The cell-free matrix was subsequently rinsed with PBS and blocked with heat-inactivated 2% BSA in PBS for 1 h at room temperature. Freshly isolated keratinocytes were plated and allowed to adhere on the matrices for 12 h before harvesting. For siRNA-mediated depletion of LAMA3 and LAMA5, keratinocytes were transfected with Silencer Select siRNAs (s8060 and s8061 for LAMA3, s8065 and s8066 for LAMA5; AM4635 for scrambled; Ambion) using Lipofectamine RNAiMax transfection reagent (Invitrogen) according to the manufacturer's instructions. At 72 h after transfection, the keratinocytes were detached using accutase (Sigma) and replated, after which the transfection procedure was repeated. At 72 h after the second transfection, cell-free ECM platforms were prepared as above.

### Preparation of cell and tissue extracts and western blot

For epidermal tissue extracts, the epidermis was separated from the dermis by floating skin biopsies in 0.5 M ammonium thiocyanate (NH_4_SCN) in phosphate buffer (0.1 M Na_2_HPO_4_ and 0.1 M KH_2_PO_4_, pH 6.8) for 40 min on ice.

Epidermal extracts were suspended in lysis buffer (50 mM Tris-HCl buffer (pH 8.0), 150 mM NaCl, 1% Triton X-100, 0.05% sodium deoxycholate, 10 mM EDTA, protease and phosphatase inhibitors). Cultured cells were harvested directly in lysis buffer.

For ECM extraction from whole skin, tissue biopsies were pulverized using a mortar and pestle in liquid nitrogen. All subsequent steps were performed at 4 °C with solutions containing protease and phosphatase inhibitors. Ground tissues were suspended in Tris-buffered saline (50 mM Tris-HCl, 150 mM NaCl, pH 7.4). The samples were washed in the same buffer to remove serum proteins. ECM proteins were first solubilized by stirring the tissues in 20 mM EDTA in Tris-buffered saline for 2 h, followed by overnight incubation in 4 M urea. Next, the samples were centrifuged and the supernatant was collected and analysed.

All samples were reduced in Laemmli sample buffer at 95 °C, separated by SDS–polyacrylamide gel electrophoresis, transferred onto polyvinylidene difluoride or nitrocellulose membranes and subjected to western blot analysis using standard protocols. The following primary antibodies were used: β-catenin (Santa Cruz, sc-7199; 1:5,000), pSmad2 (Cell Signaling, 3101; 1:1,000), Smad2 (Cell Signaling, 3103; 1:1,000), pSmad 1/5/8 (Cell Signaling, 9511; 1:1,000), Ras (BD 610001; 1:2,500), ILK (BD 611802; 1:2,500), LNγ2 (Santa Cruz, sc-7652; 1:500), LNγ1 (Santa Cruz, sc-5584; 1:500), Actin (Millipore, MAB1501; 1:100,000) and GAPDH (Calbiochem, 1001; 1:100,000). For quantification, all samples were loaded in duplicate and fractionated at least twice on independent gels. Band intensity from X-ray films was measured using ImageJ software.

### Two-stage skin carcinogenesis experiment

Cutaneous two-stage chemical carcinogenesis experiments were performed as previously described^37^. Eight-week-old mice were treated twice with topical application of 100 nmol 7,12-dimethylbenz[a]anthracene (DMBA; Sigma) in 100 μl of acetone. At 2 weeks post DMBA, 10 nmol 12-*O*-tetradecanoylphorbol-13-acetate (TPA; Sigma) in 200 μl of acetone was applied biweekly for 18 weeks. The experiment was terminated after 18 weeks of TPA due to a skin health condition of ILK-K5 mice. Tumour size and number were recorded weekly after the start of TPA treatment (week 0). All mice were euthanized at the end of the experiment. Skin lesions were analysed by histology.

### Statistical analyses

Statistical analyses were performed using GraphPad Prism software (GraphPad, version 5.0). Statistical significance was determined by the Mann–Whitney *U*-test, Wilcoxon matched-pairs signed-rank test, analysis of variance with Bonferroni's *post hoc* test, Student's *t*-test or *χ*^2^-test. The test used for each experiment is indicated in the corresponding figure legend. When a test for normally distributed data was used, normal distribution was confirmed with the Kolmogorov–Smirnov test (*α*=0.05).

## Additional information

**Accession codes:** RNA-seq data have been submitted to NCBI-GEO (GSE68846).

**How to cite this article:** Morgner, J. *et al.* Integrin-linked kinase regulates the niche of quiescent epidermal stem cells. *Nat. Commun.* 6:8198 doi: 10.1038/ncomms9198 (2015).

## Supplementary Material

Supplementary Information Supplementary Figures 1-7 and Supplementary Table 1

Supplementary Data 1 List of genes regulated in ILK-K5 HFSCs

## Figures and Tables

**Figure 1:**
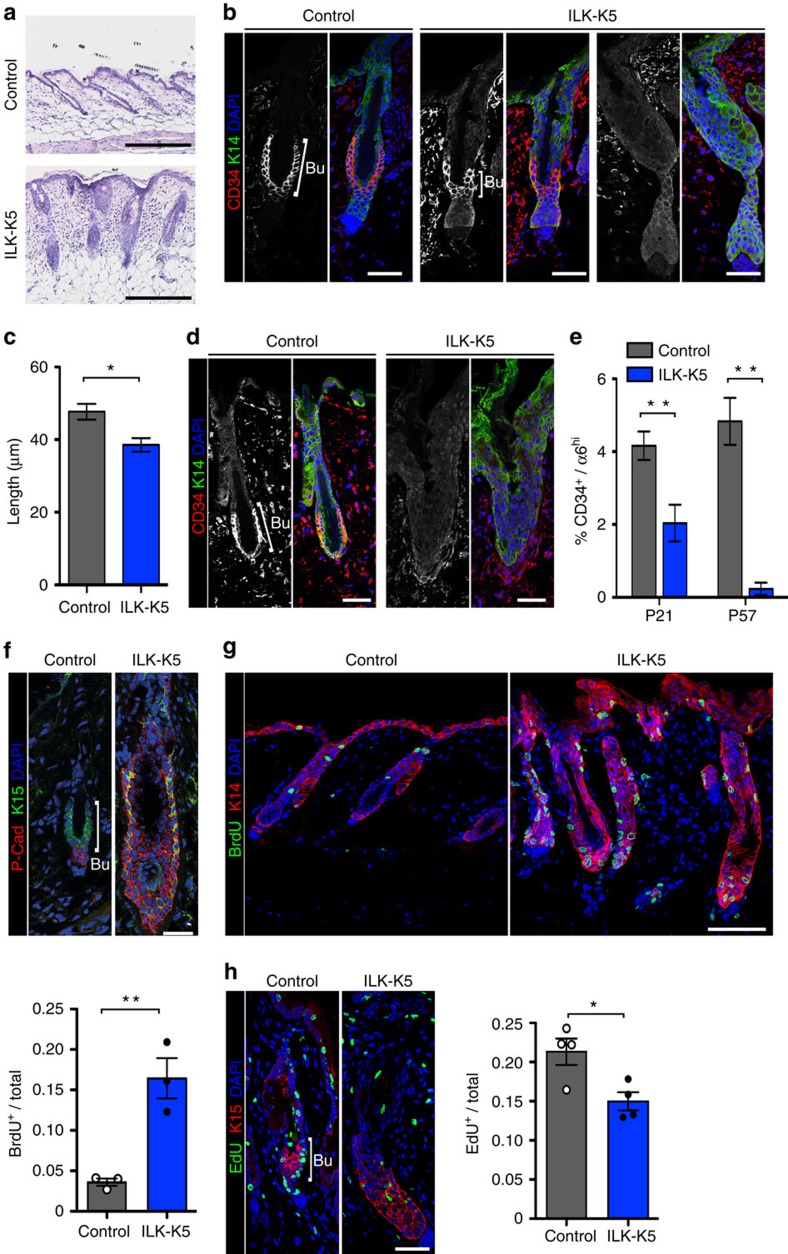
Deletion of ILK leads to progressive loss of quiescent bulge SCs. (**a**) Haematoxylin/eosin staining of P21 skin. Compared with control HFs that display typical telogen morphology, ILK-K5 HFs are thick and more elongated, extending to the subcutis. Scale bar, 200 μm. (**b**) Immunofluorescence staining for the bulge SC marker CD34 (red) and EPC marker K14 (green) from P21 skin. CD34 staining within the bulge (Bu) is decreased or absent (right panel) in ILK-K5 HFs. Scale bars, 30 μm. (**c**) Quantification of bulge length from CD34 stainings at P21. Only HFs where CD34 staining was clearly present were measured (mean±s.e.m.; *n*=3; *P=0.05, Mann–Whitney). (**d**) CD34 staining from P57 skin shows absence of CD34-positive bulge SCs in ILK-K5 HFs. Scale bars, 30 μm. (**e**) FACS analysis of CD34^+^/α6 integrin^hi^ bulge SCs shows progressive reduction of these cells in ILK-K5 skin (mean±s.e.m.; *n*=8; **P=0.0042 for P21; *n*=5; **P=0.0079 for P57; Mann–Whitney). (**f**) Immunofluorescence analysis of the HF progenitor marker K15 (green) and the TAC marker P-Cadherin (P-Cad; red) in P21 HFs shows expansion of both markers and mixing of the K15 and P-cad-positive compartments. Scale bars, 30 μm. (**g**) Detection of BrdU-positive cells within HFs of P21 mice after a 1 h BrdU pulse shows increased levels of BrdU-positive cells in ILK-K5 HFs. Scale bars, 50 μm. Values in quantification represent mean±s.e.m. of BrdU-positive cells per total HF cells (*n*=3; **P=0.0036, Mann–Whitney). (**h**) Analysis of EdU-positive LRCs within HFs of P21 mice after 10 days of EdU chase. Immunostaining shows decreased presence of LRCs in ILK-K5 bulge (Bu) SCs. Scale bars, 30 μm. Values in quantification represent mean±s.e.m. of EdU-positive cells per total cells in HFs (*n*=4; *P=0.05, Mann–Whitney). DAPI, 4,6-diamidino-2-phenylindole.

**Figure 2:**
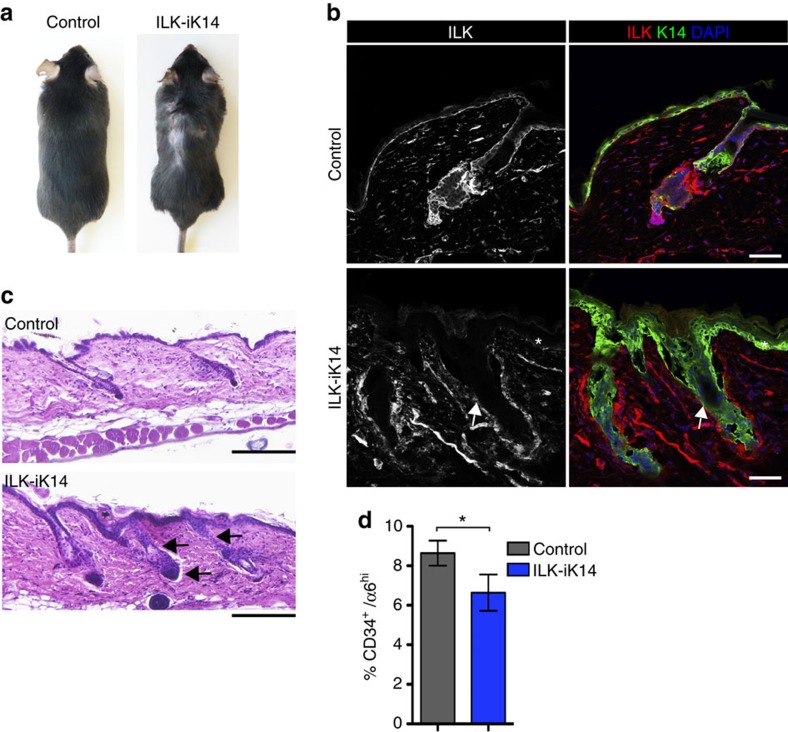
ILK is required to maintain bulge SCs independent of morphogenesis. (**a**) Macroscopic inspection of ILK-iK14 mice after 8 months of doxycycline feeding reveals hair loss and blister-induced wounding. (**b**) Immunofluorescence staining for ILK (red) and K14 (green). ILK staining is not detected within the IFE (asterisk) or HFs (arrow) of ILK-iK14 mice. Scale bars, 50 μm. (**c**) Haematoxylin/eosin staining shows telogen HF morphology in control skin, whereas HFs in ILK-iK14 are enlarged with thickening of both the infundibulum and the outer root sheath (arrows). Scale bar, 200 μm. (**d**) FACS analysis of CD34^+^/α6 integrin^hi^ bulge SCs shows reduction of these cells in ILK-iK14 skin (mean±s.e.m.; *n*=5; *P=0.0313, Wilcoxon matched-pairs test). DAPI, 4,6-diamidino-2-phenylindole.

**Figure 3:**
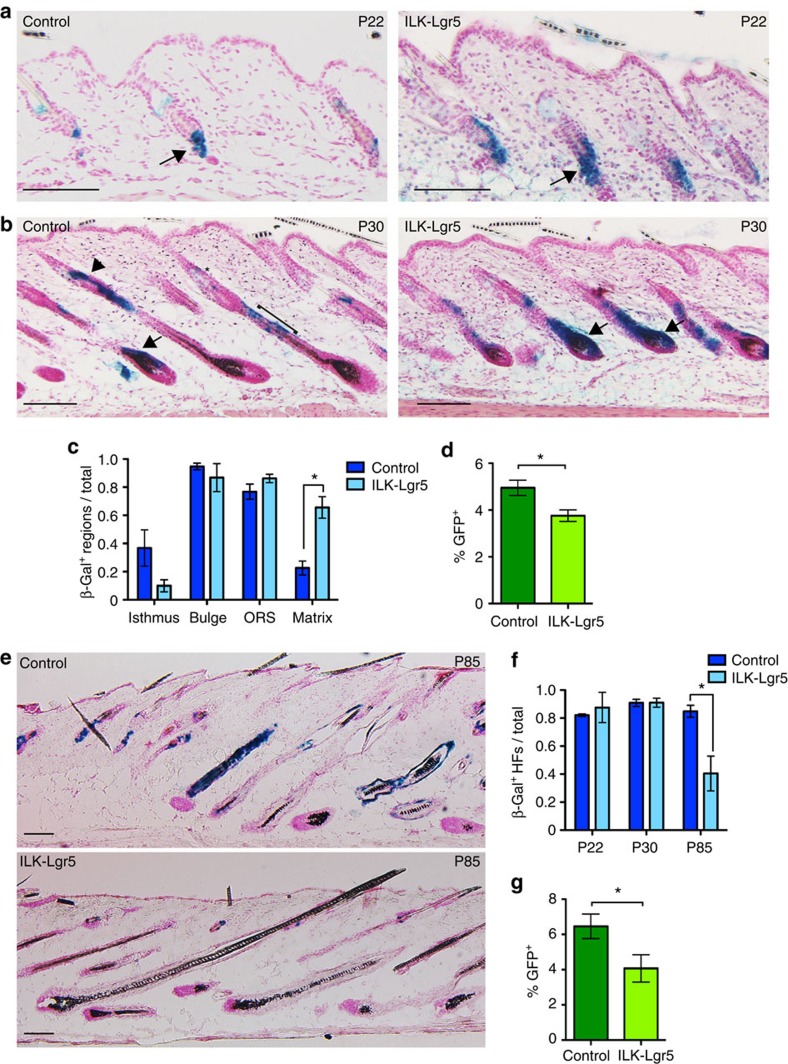
ILK deficiency leads to loss of quiescent SCs through enhanced differentiation. (**a**) Lineage-tracing analysis of β-galactosidase-positive Lgr5+ SC progeny of control and ILK-Lgr5Cre mice in P22 skin, directly after 5 consecutive days of tamoxifen application. β-galactosidase-positive Lgr5 progeny are seen in the bulge and secondary germ regions of HFs (arrows) both in controls and ILK-Lgr5Cre mice. Scale bars, 100 μm. (**b**) After 1 week, (P30) β-galactosidase staining shows Lgr5 progeny in the isthmus (asterisk), bulge (arrowhead), outer root sheath (ORS; bracket) and matrix (arrow) regions in HFs of control skin, whereas in ILK-Lgr5Cre skin the strongest staining is restricted to the matrix of HFs (arrows). Scale bars, 100 μm. (**c**) Quantification of the proportion of P30 HFs that contain β-galactosidase-positive cells within the regions indicated (mean±s.e.m.; *n*=4; *P=0.0159, Mann–Whitney). (**d**) FACS analysis of GFP^+^ Lgr5-expressing cells shows a reduction in this cell population in P30 ILK-Lgr5Cre mice (mean±s.e.m.; *n*=7; *P=0.0013, Student's *t*-test). (**e**) Lineage tracing of Lgr5 progeny at P85 from control and ILK-Lgr5Cre mice shows positive cells throughout HFs of controls, whereas ILK-deleted mice show strongly reduced staining. Scale bars, 100 μm. (**f**) Quantification of the distribution of β-galactosidase staining within P22, P30 and P85 HFs. ILK-Lgr5Cre mice show reduced β-galactosidase staining at P85 (mean±s.e.m.; *n*=4; *P=0.0286, Mann–Whitney). (**g**) FACS analysis of GFP^+^ Lgr5-expressing cells shows a reduction in this cell population in P85 ILK-Lgr5Cre mice (mean±s.e.m.; *n*=4; *P=0.0381, Mann–Whitney).

**Figure 4:**
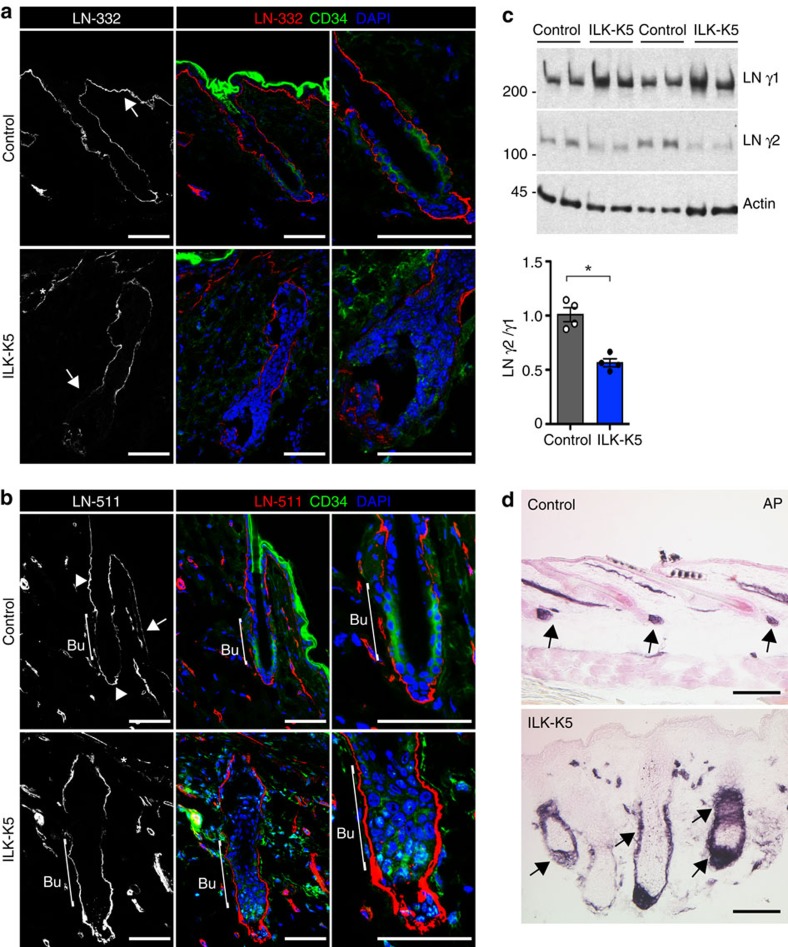
ILK is required to remodel the ECM around the bulge SC niche. (**a**) Immunofluorescence staining for LN-332 (red) and CD34 (green) from P21 HFs. LN-332 staining shows higher intensity beneath IFE (arrow) than around HFs in control skin (upper panel). Note fragmentation of LN-332 staining along the IFE (asterisk) and decreased LN-332 around the lower part of the HF, including the HG (arrow) in ILK-K5 skin (lower panel). Scale bars, 50 μm. (**b**) Immunofluorescence staining for LN-511 (red) and CD34 (green) from P21 HFs. LN-511 staining shows highest intensity at the isthmus region and around HG (arrowheads). Only faint staining is observed beneath the IFE (arrow) and around bulge (bracket) in control skin (upper panel). Note fragmentation of LN-511 staining along the IFE (asterisk) and high intensity around bulge and HG (bracket) in ILK-K5 skin (lower panel). Scale bars, 50 μm. (**c**) Western blot analysis of LN γ1 and γ2 chains in skin extracts. Actin is used as a loading control. ILK-K5 skin shows increased levels of γ1 and decreased levels of γ2, resulting in a twofold decrease in γ2 to γ1 ratio. Lower panel shows quantifications of mean band intensities (mean±s.d.; *n*=4; *P=0.0286, Mann–Whitney). For full scans of western blots, see Supplementary Fig. 7. (**d**) Alkaline phosphatase (AP) staining to detect dermal papilla (DP) cells in P21 skin. In control skin, the DP is found attached to the base of each HF (arrows; upper panel). In ILK-K5 skin AP-positive cell population is increased and surrounds the entire lower region of the HFs (arrows; lower panel). Scale bars, 200 μm. DAPI, 4,6-diamidino-2-phenylindole.

**Figure 5:**
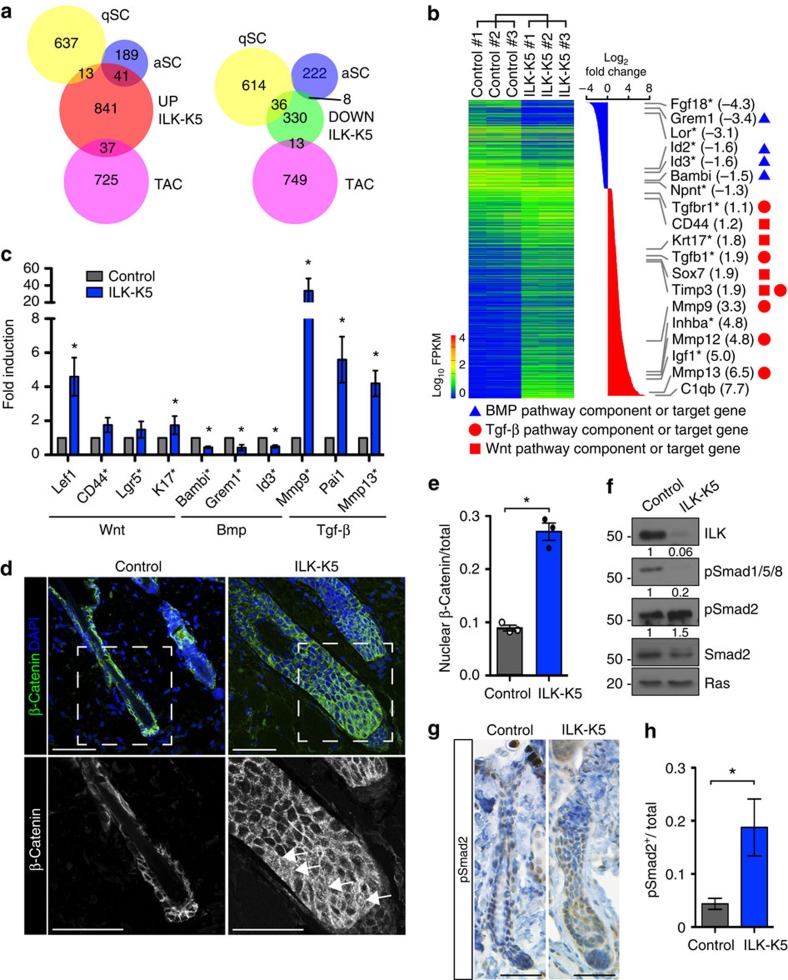
Deregulation of key SC fate-determining pathways upon deletion of ILK. (**a**) Schematic representation of RNA-seq profiling of transcripts up- or downregulated (padj<0.05) in purified populations of ILK-K5 bulge SCs compared with controls (‘UP ILK-K5' and ‘DOWN ILK-K5', respectively), compared with published gene expression signatures of quiescent bulge SCs (qSCs), activated bulge SCs (aSCs) and TACs. Note overlap of upregulated genes with aSC and TAC signatures, and overlap of downregulated genes with qSC signature. (**b**) Summary of transcriptional profiling of purified bulge SCs from ILK-K5 and control skin. Significantly regulated genes are listed on the right side. Note the genes involved in BMP (blue triangle), Tgf-β (red circle) and Wnt (red square) signalling. Other genes implicated in HFSC biology are marked with an asterisk. (**c**) qRT–PCR validation of RNA-seq data from independently derived bulge SC RNA samples. Note upregulation of Wnt and Tgf-β pathway target genes and downregulation of BMP pathway target genes. Genes that were found significantly regulated in the RNA-seq data are marked with an asterisk (mean±s.e.m.; *n*=4; *P=0.0211, Mann–Whitney). (**d**) Immunofluorescence staining for β-Catenin (in green) from P21 HFs. Lower panel represents blow up of area marked with a white rectangle. Note increased nuclear localization of β-Catenin in ILK-K5 HFs (arrows). Scale bars, 50 μm. (**e**) Quantification of nuclear β-Catenin staining (mean±s.e.m.; *n*=3; *P=0.05, Mann–Whitney). (**f**) Western blot analysis from P21 epidermal lysates shows increased phosphorylation of Smad2 and decreased phosphorylation of Smad1/5/8 in ILK-K5 skin. Quantifications represent mean band intensities from three independent experiments. For full scans of western blots, see Supplementary Fig. 7. (**g**) Immunohistochemical staining for pSmad2 from P21 HFs. Note increased pSmad2 staining (in brown) in ILK-K5 HFs. Scale bars, 30 μm. (**h**) Quantification of pSmad2 staining (mean±s.e.m.; *n*=5; *P=0.0297, Student's *t*-test). DAPI, 4,6-diamidino-2-phenylindole; ANOVA, analysis of variance.

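In Fig. 5b, the study shows 19 genes, and all 19 had a mean above the filter on low counts. For each of them the 3 ILK-K5 libraries lay entirely on 1 side of the 3 control libraries, and on the side that the figure shows. Chance gives such a separation for 10% of genes, but as the study chose these 19 on the same libraries, it is not independent evidence. At an adjusted p-value of at most 0.05, 13 of the 19 were called (limma with Benjamini-Hochberg adjustment). The called genes that fell include Lor, with a log2 fold change of -3.91 (standard error 0.72, adjusted p = 0.0182), and Npnt, with -1.41 (standard error 0.31, adjusted p = 0.0413). Those that rose include Mmp12, with a log2 fold change of 5.03 (standard error 0.30, adjusted p = 8.22e-05), and Igf1, with 5.32 (standard error 0.34, adjusted p = 1.40e-04). The 6 genes not called include Tgfbr1, with a log2 fold change of 1.12 (standard error 0.27, adjusted p = 0.0562), and Tgfb1, with 2.18 (standard error 0.55, adjusted p = 0.0740). The others were Id3, Bambi, Krt17 and Sox7. DESeq2 on the recovered reads and a block for the replicate number each called all 19 genes. When single libraries were left out, between 8 and 15 of the genes were called. The lowest number, 8, was found without control library 2, without ILK-K5 library 2 and without ILK-K5 library 3. Lor was not called without control library 2 or ILK-K5 library 3, with adjusted p-values up to 0.100, and Npnt was called in 1 of these 6 fits, with adjusted p-values between 0.0337 and 0.207. Tgfb1 was called without control library 3 (adjusted p = 0.0278).

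**Figure D3:**
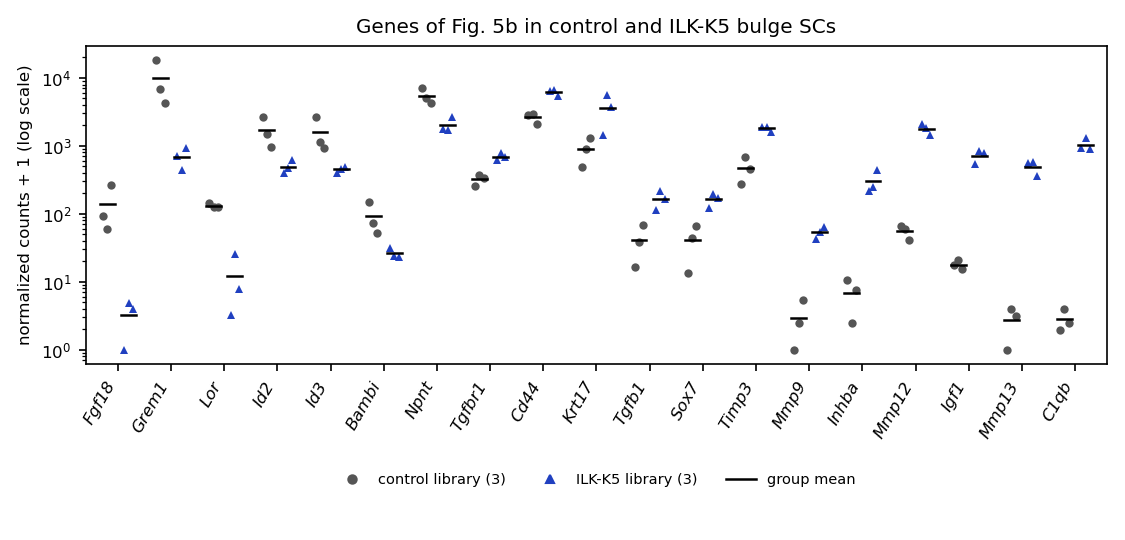
Normalized counts plus 1, on a log axis, of 19 genes in each of the 3 control and 3 ILK-K5 libraries, 1 point per library. For every gene the points of the genotypes are separated, as for Mmp12 with means of 54.6 in control and 1799 in ILK-K5.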

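In the RNA-seq libraries, 4 of 9 genes measured by qPCR were called at an adjusted p-value of at most 0.05, namely Cd44, Grem1, Mmp9 and Mmp13. Mmp9 had 1.96 ± 2.21 normalized counts (SD, n = 3 libraries) in control and 52.8 ± 11.2 (SD, n = 3) in ILK-K5 bulge SCs, a log2 fold change of 4.48 (standard error 0.79, adjusted p = 0.0149 from limma), and was called in 2 of the 6 fits that each left out a library, those without control library 1 or 3 (adjusted p between 0.00859 and 0.114 over the 6 fits). Mmp13, on chromosome 9 from 7272514 to 7283331, had at most 3 reads in every control library and was at least 155-fold higher in ILK-K5. The 2 Bmp targets not called, Id3 and Bambi, fell by 1.65 (standard error 0.39, adjusted p = 0.0571) and 1.66 (standard error 0.50, adjusted p = 0.144) on the log2 scale, and Id3 was called without control library 3 (adjusted p = 0.0288). Lef1 had a log2 fold change of 0.70 (standard error 0.32, adjusted p = 0.422). Lgr5 did not change detectably, with 3518 ± 1834 normalized counts (SD, n = 3 libraries) in control and 3415 ± 1808 (SD, n = 3) in ILK-K5 bulge SCs, a log2 fold change of -0.05 (standard error 0.47, adjusted p = 0.988). Its sign changed under quantile normalization, to 0.094, and it was 0.35 without control library 1 and 0.31 without ILK-K5 library 2. Neither Lef1 nor Lgr5 was called under any alternative. DESeq2 on the recovered reads and a block for the replicate number each called 7 of the 9 genes, all but Lef1 and Lgr5.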

**Figure 6:**
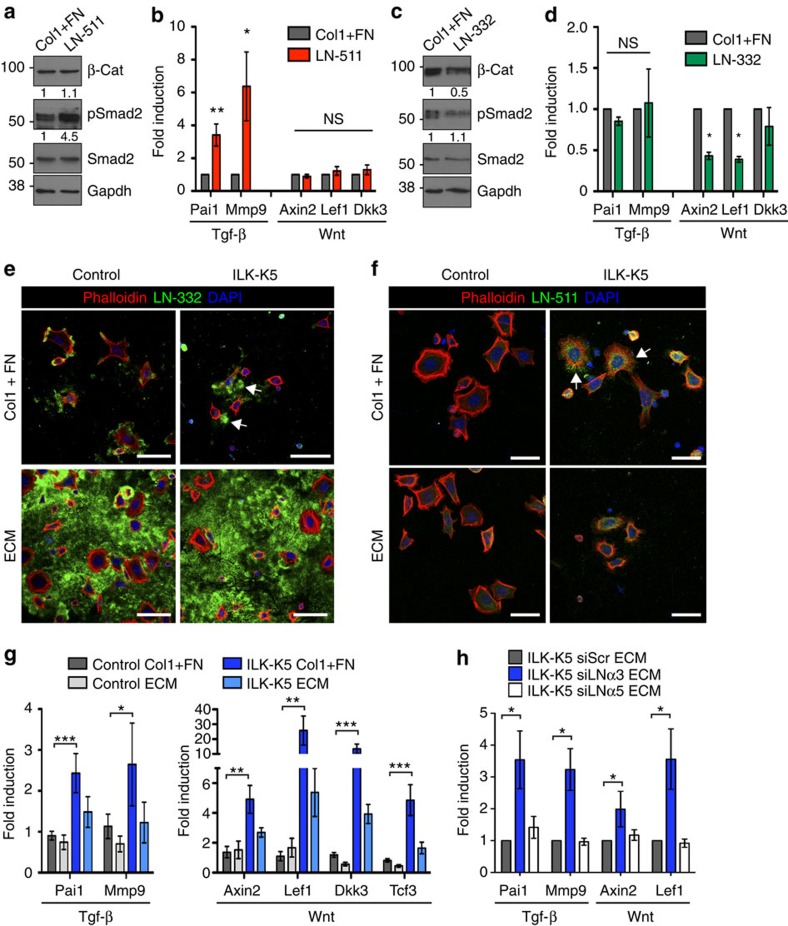
The composition of the BM regulates SC quiescence and activation. (**a**) Western blot analysis of freshly isolated epidermal progenitor cells (EPCs) plated on LN-511 or a collagen I/fibronectin mixture (Col1+FN) as control. Cells on LN-511 show increased Smad2 phosphorylation, whereas β-Catenin (β-Cat) is unchanged. Quantifications represent mean band intensities from three independent experiments. (**b**) RT–qPCR analysis of Wnt/β-Catenin and Tgf-β target gene expression shows selective upregulation of Tgf-β target genes in cells adhering to LN-511 (mean±s.e.m.; *n*=5; *P=0.0312 **P=0.0075, Mann–Whitney). (**c**) Western blot analysis of EPCs plated on LN-332 or Col1+FN as control. Cells on LN-332 show decreased β-Catenin levels, whereas Smad2 phosphorylation in unchanged. Quantifications represent mean band intensities from three independent experiments. (**d**) Analysis of Wnt and Tgf-β pathway target gene expression shows selective downregulation of Wnt/β-catenin target genes in cells adhering to LN-332 (mean±s.e.m.; *n*=4; *P=0.0211, Mann–Whitney). (**e**) Immunofluorescence analyses of EPCs adhering to Col1+FN (upper panel) or preassembled ECM (lower panel). Control cells deposit LN-332 matrix on which they adhere to (in green), whereas EPCs from ILK-K5 skin deposit LN-332 aggregates (arrows). Preassembled ECM contains large amounts of LN-332 that supports adhesion in both control and ILK-K5 EPCs (lower panels). Phalloidin (red) was used to counterstain adhering cells. Scale bars, 35 μm. (**f**) Immunofluorescence analyses of EPCs plated on Col1+FN (upper panel) or preformed ECM (lower panel). On Col1+FN, control cells deposit very low levels of LN-511 (in green), whereas ILK-K5 EPCs deposit larger amounts (arrows). Preassembled ECM contains very low levels of LN-511 (lower panels). Phalloidin (red) was used to counterstain adhering cells. Scale bars, 25 μm. (**g**) Adhesion of EPCs from ILK-K5 skin on preassembled wild-type ECM restores Wnt and Tgf-β pathway target gene expression to the level of control cells (mean±s.e.m.; *n*=7; ***P<0.0003, **P<0.0048, *P=0.0437, analysis of variance (ANOVA)/Bonferroni). (**h**) ECM where LN-332 has been depleted (siLNα3) fails to downregulate Wnt and Tgf-β pathway target gene expression in ILK-K5 EPCs, whereas depletion of LN-511 (siLNα5) has no effect (mean±s.e.m.; *n*=3; *P<0.05, ANOVA/Bonferroni). For full scans of all western blots, see Supplementary Fig. 7. DAPI, 4,6-diamidino-2-phenylindole; NS, not significant.

**Figure 7:**
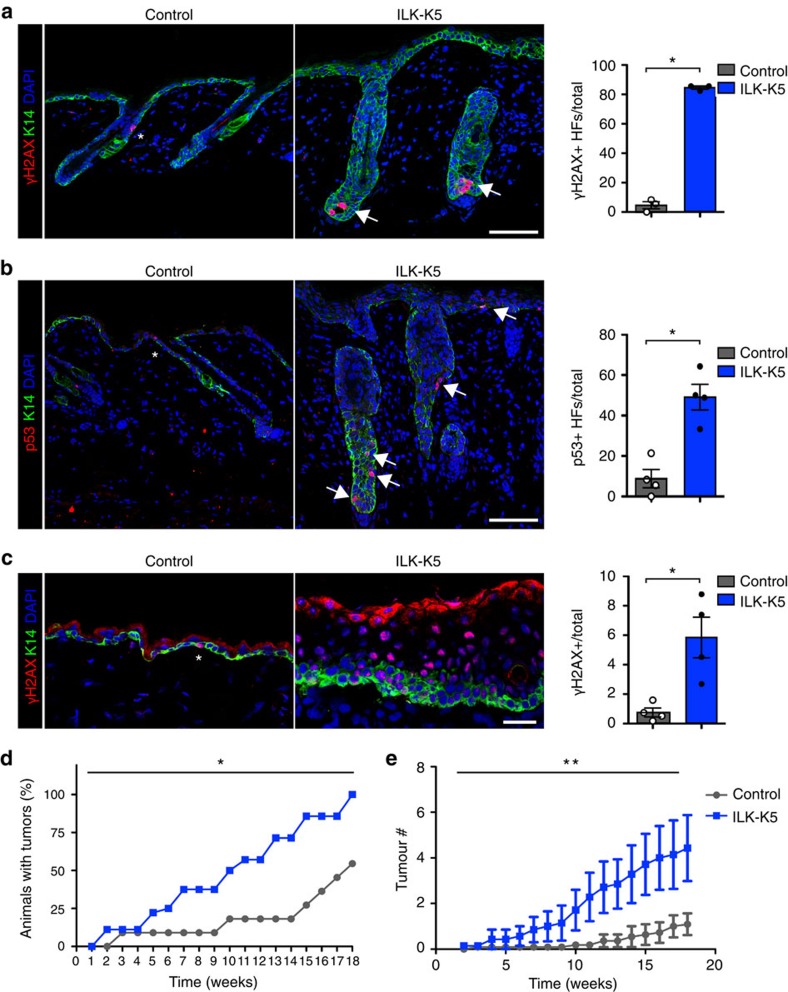
SC activation promotes replicative stress and skin carcinogenesis. (**a**) Immmunofluorescence staining for γH2AX (red) and K14 (green) from P21 skin. Control mice rarely show γH2AX-positive cells (asterisk), whereas ILK-K5 HFs show clusters of cells with pan-nuclear γH2AX within HFs (arrows). Scale bars, 50 μm. Right panel shows quantification of HFs containing more than two γH2AX-positive cells (mean±s.e.m.; *n*=3; *P=0.0383, Mann–Whitney). (**b**) Staining for p53 (red) and K14 (green) from P21 skin. In contrast to control mice that show only solitary p53-positive cells (asterisk), ILK-K5 mice frequently show p53-positive cells within HFs and IFE (arrows). Scale bars, 50 μm. Right panel shows quantification of HFs containing more than two p53-positive cells (mean±s.e.m.; *n*=4; *P=0.0286, Mann–Whitney). (**c**) Staining for γH2AX (red) and K14 (green) from P57 skin. Control mice show only solitary γH2AX-positive cells (asterisk) within the IFE, whereas ILK-K5 IFE shows abundant pan-nuclear γH2AX staining. Scale bars, 50 μm. Right panel shows quantification of γH2AX-positive cells per total cells within the IFE (mean±s.e.m.; *n*=4; *P=0.0286, Mann–Whitney). (**d**) Tumour incidence of control and ILK-K5 mice treated twice with DMBA followed by 18 weeks of biweekly TPA treatment. ILK-K5 mice show increased tumour incidence (*n*=11/11; *P=0.0209, *χ*^2^-test). (**e**) Tumour multiplicity in affected control and ILK-K5 mice during 18 weeks of biweekly TPA treatment. ILK-K5 mice show increased tumour multiplicity (mean±s.e.m.; *n*=11/11; **P<0.01, two-way analysis of variance). DAPI, 4,6-diamidino-2-phenylindole.

**Figure 8:**
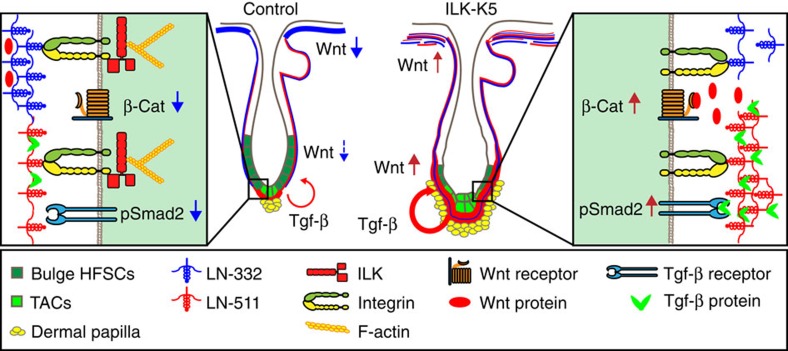
Model of ILK-mediated signalling in the epidermis and HFs. LN-332 (in blue) and LN-511 (in red) form inverse gradients within the epidermal basement membrane. LN-332 is abundant beneath the interfollicular epidermis, whereas LN-511 is most abundant at the lower part of the hair follicle, surrounding the transit-amplifying cells (TACs). LN-332 suppresses Wnt signalling, whereas LN-511 promotes Tgf-β signalling. Deletion of ILK leads to fragmentation of the LN-332-BM beneath the IFE and around the lower part of the HF, whereas LN-511 levels around the hair follicle increase, possibly due to compensatory deposition by the DP cells. This relative increase in LN-511 levels leads to increased Wnt and Tgf-β signalling, resulting in aberrant bulge SC activation and their subsequent depletion due to enhanced differentiation.

How the deposited data were processed for this re-analysis (not part of the article)

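Bulge SCs were sorted by FACS as CD34-positive cells with high α6 integrin from the skin of mice at postnatal day 21, and their RNA was sequenced in 3 control and 3 ILK-K5 libraries. The control mice carried 1 floxed Ilk allele and the K5-Cre transgene, and the ILK-K5 mice 2 floxed alleles and the same transgene. According to the paper, RNA was isolated with TRIzol LS, amplified as cDNA, converted to libraries with Nextera XT and sequenced as read pairs. Adapters and reads on ribosomal RNA were removed, the remaining reads were aligned to GRCm38, and differential expression was computed in DESeq2. The paper's text does not name the program that counted the reads per gene or how reads on overlapping genes were handled.

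The authors deposited a table of normalized counts, a table of FPKM and the genes of their own comparison at several limits on the adjusted p-value. The normalized table was checked value by value. In each library all values (100%) were whole multiples of 1 smallest value, so the table holds reads per gene divided by a size factor, and the reads were recovered by multiplying with that factor. The signal in this table and the mean signal in the table of the comparison are thus on the scale that the authors made with DESeq2 size factors. The FPKM values, as deposited by the authors, equal the normalized counts times 1 constant per gene. The log2 fold changes in the deposited comparison were computed by the authors in DESeq2 from counts of the aligned reads. The score values deposited with them, the standard error of the log2 fold change and the Wald statistic, were made by the authors in the same DESeq2 run, together with the p-values and their Benjamini-Hochberg adjustment. Of the 43274 genes in the tables, 42107 (97.3%) had a symbol in the reference annotation, GENCODE release M21 for GRCm38, from which coordinates, exons and GC content were also taken. The reads themselves were not used here. The signatures of quiescent, activated and transit-amplifying cells in Fig. 5a, and the gene sets of GO and KEGG, were not analysed here.

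Reads counted on genes numbered 10486936, 8228019 and 11969072 in control libraries 1 to 3 and 8537226, 11245328 and 9039193 in ILK-K5 libraries 1 to 3. A gene with at most 3 reads in every library of a genotype was taken as being at the floor of that genotype. For such genes the fold change was computed against the floor and is given as a lower bound, and the medians of gene lists are given also with these genes at their bound.

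Genotypes were compared with limma 3.58.1 (lmFit, and eBayes with a trend) in R 4.3.3 on log2 of the normalized count plus 1. The fit covered the 16368 genes with a mean of at least 10 normalized counts over the 6 libraries. Genes were called at a Benjamini-Hochberg adjusted p-value of at most 0.05, and the calls that also changed more than 2-fold were counted separately. No term for litter or replicate number was included. All p-values from limma and camera are two-sided. Tables were prepared in Python 3.11.15 with pandas 2.3.3, and plots were drawn with matplotlib 3.10.9.

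Gene lists were summarised by the median log2 fold change of their tested members, by the number of members called, and by camera with an inter-gene correlation of 0.01, adjusted over the 21 lists with at least 3 tested genes. Each list was tested again with fry and with camera using an estimated correlation. The lists were the Bmp pathway, the Tgf-β pathway, Wnt targets named and not named by the study, Tgf-β and Bmp genes named by the study, and a family of cytokines and receptors defined by gene symbol. Marker lists covered macrophages, leukocytes in general, T cells, B cells, neutrophils, Langerhans and dendritic cells, mast cells, endothelial cells, fibroblasts, melanocytes, basal and differentiated keratinocytes and bulge SCs. Further lists covered the cell cycle, the chains of laminin 332 and laminin 511, and genes that differ by sex. The enrichment of the Bmp pathway among lower genes and of the cytokine family among higher genes was computed with a one-sided Fisher's exact test, against all tested genes with a symbol.

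The design, the gene lists, the tests and 17 alternatives were chosen before the data were examined. The genes named in the text follow a rule set at the same time. They are Ilk, every gene that the paper names from its RNA-seq or in Fig. 5b and Fig. 5c, markers that the paper stains for, laminin chains, members of the lists, and the 5 genes with the largest rise and the 5 with the largest fall among called genes whose libraries do not overlap between genotypes. Some genes that meet this rule are not reported here. Taf10, Rrp8 and the other genes outside this rule were chosen after their values were seen. The alternatives were a pseudocount of 0.1 or 5, no filter on low counts, a mean of at least 50 normalized counts, quantile normalization, TMM scaling factors, the FPKM table with a pseudocount of 0.1, edgeR's quasi-likelihood test (version 4.0.16) and DESeq2 (version 1.42.0) on the recovered reads, a block for the replicate number, robust eBayes, and each library left out in turn. DESeq2 was run with its shrinkage of log2 fold changes towards 0, which was the default of the version that the paper names. That setting was chosen after the data were seen. The fold changes of limma are not shrunken. Also chosen after the data were seen were a correction for GC content (a loess curve per library with a span of 0.3), the same with the replicate block, a term for replicate 1 against replicates 2 and 3, DESeq2 with the replicate block or with the term for replicate 1, each of the 3 DESeq2 fits without shrinkage, replicates 2 and 3 only, and the Bmp, Tgf-β and macrophage lists without the genes that the study names (4, 8 and 1). The 6 DESeq2 fits were compared with the authors' deposited table, and the one with the block was closest to it.

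The tests were tried on simulated data with 16368 genes, of which 200 were changed, in 3 libraries against 3. limma recovered 55.5% of the changed genes, with 5.93% of its calls false. edgeR recovered 57.0% with 7.32% false, and DESeq2 recovered 73.5% with 24.2% false. The share of false calls depends on the number of changed genes, so these shares hold for the simulated data only. In the same data, camera called a list of 25 changed genes and did not call a list of 25 unchanged genes. With 3 libraries per genotype, the smallest p-value of an exact permutation test is 0.1. The number of calls was therefore compared with that of the other splits of the 6 libraries.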

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

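All tests in this part were chosen after the result was seen, while the gene lists were not. Marker genes of leukocytes were far higher in the ILK-K5 than in the control libraries, a signal in genes that the paper does not discuss apart from C1qb and the immune terms of its GO analysis. The macrophage list without C1qb, which the study shows in Fig. 5b, had a median log2 fold change of 6.69 over 14 genes, or 6.26 with the 4 genes at the floor in all controls set to their bound, and all 14 were called. The pan-leukocyte list had a median of 5.04 (camera, adjusted p = 1.67e-14), with 7 of 8 genes called over all genes tested and 8 when adjusted over the list alone. The list of Langerhans and dendritic cells had a median of 7.44 (camera, adjusted p = 8.79e-08), with 5 of 7 genes called and 6 when adjusted over the list alone. The called genes were Cd74, H2-Aa, H2-Ab1, H2-Eb1 and Ciita. Cd207, with a log2 fold change of 2.63 (adjusted p = 0.148 from limma), and Flt3, with 0.87 (adjusted p = 0.750), were not called, and Ccr7 was below the filter. The rise of this list thus rests mainly on the 5 called genes. Without control library 1 the median of the Langerhans and dendritic list was 5.53. Under the alternatives with 6 libraries or with replicates 2 and 3 it lay between 1.81 and 7.75, with 2.32 under DESeq2 with shrinkage of fold changes and 5.56 without, and that of the pan-leukocyte list between 4.07 and 5.07. The calls of the pan-leukocyte list held under fry and under camera with an estimated correlation, and that of the Langerhans and dendritic list under fry (adjusted p = 0.0106) but not with an estimated correlation (adjusted p = 0.0832).

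The genes involved are abundant. H2-Ab1 had 203 ± 180 normalized counts (SD, n = 3 libraries) in control and 15049 ± 3515 (SD, n = 3) in ILK-K5 bulge SCs, H2-Aa 59.4 ± 58.1 and 6641 ± 2179, Ctss 26.7 ± 26.2 and 4933 ± 1622, and Lyz2 10.7 ± 9.98 and 3443 ± 1564. Together the macrophage list took 489 reads in the 3 control libraries and 59315 in the 3 ILK-K5 libraries, and the Langerhans and dendritic list 1539 and 99325. In the ILK-K5 libraries these were between 0.156% and 0.260%, and between 0.274% and 0.444%, of the reads on genes. In at least 1 control library, 11 of the 16 macrophage, 8 of the 8 pan-leukocyte and 7 of the 8 Langerhans and dendritic genes were above 3 reads.

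Several technical explanations are argued against by the tables. After the correction for GC content, the median of the macrophage list was 6.60, so that a trend with GC content was not the whole cause. Under quantile normalization it was 6.32, which argues against the scaling of the libraries. Between libraries with the same replicate number the median differences were 8.26, 6.90 and 6.32, so the rise was present at every replicate number and the smallest was 6.32. All 15 tested macrophage genes had the 3 ILK-K5 libraries above the 3 control libraries, which a single library with the wrong genotype would have broken. An exchange of all labels between the genotypes was not tested, because the reads on Ilk lie mostly where other genes overlap it. A lower share of keratinocytes would have raised the markers of all other cell types alike only if these kept their proportions. The macrophage genes rose more than 11 genes of endothelial cells, fibroblasts and melanocytes at every replicate number, by at least 5.15 on the log2 scale. This argues against that simple case only. According to the paper, the epidermis was separated from the dermis before sorting, and the CD34-positive fraction with high α6 integrin was smaller in ILK-K5 skin at this age. A lower share of keratinocytes together with a change among the other cell types therefore stays open.

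Leukocytes, or RNA from them, in the sorted fraction of the ILK-K5 mice are a candidate explanation. Of the 8 pan-leukocyte genes, which share no gene with the macrophage list, 7 were called higher. As these genes are part of the pattern itself, their rise does not test this explanation. Whether leukocytes would have entered the fraction through sorting or through more leukocytes in the skin of these mice was not tested. Expression of the marker genes by the bulge SCs themselves stays open as well and cannot be told apart from leukocytes in the fraction. The basal keratinocyte list had a median log2 fold change of -0.069, but its high level in all libraries would hide a small share of other cells, and the libraries hold no measure per cell.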

How the results depend on the processing

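The main comparison was repeated under 17 alternatives, and under others chosen after the data were seen, which were the correction for GC content with and without the replicate block, the term for replicate 1 against 2 and 3, DESeq2 with the replicate block or the term for replicate 1, the 3 DESeq2 fits without shrinkage, replicates 2 and 3 only, and the Bmp, Tgf-β and macrophage lists without the genes named by the study. All genes called both in the main comparison and under an alternative changed in the same direction. With the replicate block all 577 genes were called again, and with a library left out between 251 and 500 of them.

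The counts of higher and lower genes moved by more than 1.5 times under the following settings. DESeq2 on the recovered reads gave 782 higher and 266 lower genes, of which 778 and 262 changed more than 2-fold. On simulated data this test had the largest share of false calls of the 3 tried, 24.2%. The simulation was a single data set with 200 of 16368 genes changed and no difference between replicate numbers. Its share of false calls therefore does not give that among the 782 and 266 genes. The replicate block gave 848 and 269, of which 831 and 254 changed more than 2-fold. The correction for GC content with the replicate block gave 727 and 420, of which 336 lower genes changed more than 2-fold. The term for replicate 1 against 2 and 3 gave 846 and 286, of which 825 and 264 changed more than 2-fold. DESeq2 with the replicate block gave 910 and 370, of which 842 and 304 changed more than 2-fold, and its log2 fold changes lay closest to those of the authors' deposited table (median absolute difference 0.020, against 0.169 for the main comparison). DESeq2 with the term for replicate 1 gave 1000 and 470, of which 892 and 375 changed more than 2-fold. Without shrinkage of the fold changes, DESeq2 gave 780 and 265, of which 778 and 264 changed more than 2-fold, DESeq2 with the replicate block 974 and 361, of which 924 and 318 did, and DESeq2 with the term for replicate 1 gave 1026 and 473, of which 941 and 395 did. With a library left out there were from 222 to 559 higher and from 32 to 98 lower genes, and the same numbers changed more than 2-fold. Without control library 2 they were 310 and 35, without ILK-K5 library 1 268 and 40, without ILK-K5 library 2 222 and 32, and without ILK-K5 library 3 245 and 41. These fits had fewer libraries. Apart from that, the cause was not tested.

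The replicate numbers were not shown to pair the libraries. The paper states that the control mice were littermates of the ILK-deficient ones, but its text does not say which libraries shared a litter. After removing the mean of each genotype, the libraries with the same number had correlations across genes of 0.53, 0.02 and 0.31, and genes are not independent replicates. Pairs with different numbers ranged from -0.55 for control 3 with ILK-K5 1 to 0.50 for control 3 with ILK-K5 2. On the second principal component of the libraries (28.9% of the variance), control 1 lay at 56.9 and ILK-K5 1 at 90.6, and all other libraries lay below 0. Replicate 1 thus differed from replicates 2 and 3 in the same direction in both genotypes. The main comparison had no term for this difference, and its cause is not known. Results with the block are therefore given here and in the differences from the paper.

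Both enrichments kept p under 0.05 and an odds ratio above 1 under every alternative run. That of the cytokine family lay between 7.80 and 12.1, and between 8.63 and 10.2 with a library left out. That of the Bmp pathway lay between 27.3 and 114, and between 38.6 and 99.1 with a library left out.

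Of the gene lists, those of the Tgf-β genes named by the study, macrophages, leukocytes in general, neutrophils and the cytokine family kept their direction and their side of the threshold under every alternative run. That of the Tgf-β pathway lost its call without the 8 genes that the study names (median 0.13, adjusted p = 0.975) and under no other alternative. With an estimated correlation, 8 lists lost their call, with the same medians and adjusted p-values of 0.130 for the Bmp pathway (-0.85), 0.0587 for the named Wnt targets (1.57), 0.130 for the named Bmp genes (-1.67), 0.0590 for T cells (2.31), 0.0832 for Langerhans and dendritic cells (7.44), 0.0832 for fibroblasts (0.85), 0.230 for differentiated keratinocytes (-1.18) and 0.230 for bulge SCs (-0.35). The differentiated keratinocyte list also lost it under fry (-1.18, adjusted p = 0.135). With a mean of at least 50 normalized counts the T cell list had 0.54 (adjusted p = 0.758), because fewer of its genes were tested. Under quantile normalization the bulge SC list had -0.29 (adjusted p = 0.0998) and the basal keratinocyte list 0.15. With replicates 2 and 3 only the bulge SC list had -0.19 (adjusted p = 0.132), the basal keratinocyte list 0.029 and the cell cycle list 0.18. The endothelial list had -0.056 without a filter, -0.36 under DESeq2, -0.22 under DESeq2 with the replicate block and -0.23 with the term for replicate 1, and without shrinkage -0.52, -0.059 and -0.26 in the same order. The laminin list had -0.023 under edgeR, -0.018 under DESeq2, -0.020 under DESeq2 without shrinkage, and -0.24 with the correction for GC content with and without the replicate block. The list of Wnt targets not named by the study had -0.49 with the correction for GC content and passed the threshold both without the block (adjusted p = 0.0193) and with it (adjusted p = 0.0445). With a library left out, the medians ranged from -0.13 to 0.11 for basal keratinocytes, from -0.50 to -0.16 for bulge SCs, from -0.31 to 0.34 for the cell cycle, from -0.060 to 0.30 for laminins, from -2.50 to 0.34 for the sex list and from 0.15 to 0.83 for melanocytes. Beyond the smaller number of genes or libraries where given, the cause was not tested.

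Of the named genes, those that reversed were all uncalled. Under quantile normalization Lgr5 had 0.094 and Lama5 -0.012. Lama5 had -0.067 under edgeR, -0.057 under DESeq2, -0.061 under DESeq2 without shrinkage, and -0.017 and -0.014 under DESeq2 with the term for replicate 1, with and without shrinkage. With the correction for GC content, with and without the replicate block, Trp53 had -0.19, Lama3 -0.24, Lama5 -0.24 and Lamc1 -0.19. With replicates 2 and 3 only, Lhx2 had 0.20. With a library left out, the log2 fold changes ranged from -0.094 to 0.79 for Ilk, from -0.44 to 0.35 for Lgr5, from -0.30 to 0.26 for Lhx2, from -0.23 to 0.62 for Trp53, from -0.38 to 0.36 for Lama5, from -0.16 to 0.26 for Lamc1 and from -0.12 to 0.13 for Lama3. The cause was not tested. Among the named genes, a further 65 results under alternatives with all libraries or with replicates 2 and 3 passed the threshold that the main comparison missed, and 21 missed one that it passed. With a library left out these were 4 and 39.

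Genes with few reads limit what the comparison shows. The 85 higher genes and 4 lower genes with at most 3 reads in every library of the other genotype allow lower bounds only, and a pseudocount of 0.1 in place of 1 changed the calls to 355 higher and 69 lower genes.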

Differences from the paper's values

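The paper gives 932 genes as upregulated and 387 as downregulated, against 479 higher and 98 lower genes here. Of the alternatives set before the data were examined, DESeq2 on the recovered reads (782 higher and 266 lower) and the replicate block (848 and 269) came within 1.5 times the paper's counts, and the other 15 did not. Chosen after seeing the values, the correction for GC content with the replicate block (727 and 420), the term for replicate 1 against 2 and 3 (846 and 286), DESeq2 with the replicate block (910 and 370) or with the term for replicate 1 (1000 and 470), and DESeq2 without shrinkage of the fold changes, alone (780 and 265), with the block (974 and 361) or with the term (1026 and 473), also came within 1.5 times the paper's counts, and the correction for GC content alone and replicates 2 and 3 only did not.

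The log2 fold changes of 29 genes were compared with those in the paper's Supplementary Data 1. All 29 had the same sign, and 12 differed by more than the larger error, or for lower bounds by more than 1.5 times in fold. For Fgf18 the paper's value was -4.27, against -5.41 here, and a pseudocount of 5, DESeq2, and leaving out control library 3 or ILK-K5 library 1 closed the gap. The paper's value for Lor was -3.06, against -3.91 here, and a pseudocount of 5, edgeR, DESeq2, and leaving out control library 1 or 2 or ILK-K5 library 1 or 3 closed it. For Mmp9 the paper gives 3.29, against 4.48 here, and a pseudocount of 5, quantile normalization, the FPKM table, DESeq2, and leaving out control library 1 or ILK-K5 library 3 closed the gap. The paper's value for Inhba was 4.82, against 5.63 here, and a pseudocount of 5, quantile normalization, DESeq2, and leaving out control library 2 or ILK-K5 library 3 closed it. Mmp13, at 6.55 in the paper, was at least 7.27 here on the log2 scale, and a pseudocount of 5, the FPKM table and DESeq2 closed the gap. C1qb, at 7.74 in the paper, was at least 8.34 here, and DESeq2 alone closed the gap.

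For Lyz2 the paper's value was 4.29, against 8.93 here, and again only DESeq2 among the alternatives set before the data were examined closed the gap. Mrc1 had 7.39 in the paper and 8.20 here, closed by a pseudocount of 5, the FPKM table and DESeq2. Ctss had 7.15 in the paper and 8.11 here, closed by a pseudocount of 5 and by leaving out control library 1 or ILK-K5 library 2. Dlk1 had -3.67 in the paper and -4.77 here, and ENSMUSG00000098411 had -3.66 in the paper and -4.76 here. For both genes a pseudocount of 5, the FPKM table, DESeq2, and leaving out control library 1 or ILK-K5 library 2 or 3 closed the gap. For C1qc the paper's value was 2.77, against 9.19 here, and none of the alternatives set before the data were examined closed the gap. For all 12 genes the remaining alternatives of that set did not close it. DESeq2 with the replicate block, chosen after seeing the values, closed the gap for 11 of the 12 genes, with 2.58 for C1qc, and not for Ctss. Replicates 2 and 3 only, also chosen after seeing the values, closed it for Fgf18, Lor, Mmp13 and Ctss.

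The log2 fold changes of DESeq2 named above were shrunken towards 0, a setting that was itself chosen after seeing the values, whereas those of limma were not shrunken. The 2 are thus not on the same scale. Further DESeq2 fits chosen after seeing the values were made for this comparison. With the term for replicate 1 and with shrinkage, DESeq2 closed the gap for 9 of the 12 genes, all but C1qc (7.60), Lyz2 (5.60) and Ctss (5.41). Without shrinkage, DESeq2 closed it only for Lor (-3.49) and Ctss (7.56), DESeq2 with the replicate block for none, and DESeq2 with the term for replicate 1 only for Lor (-3.68). Without shrinkage and without a block, Lyz2 had 8.35, Fgf18 -5.85, C1qb 9.31 and C1qc 9.17. DESeq2 with the replicate block was picked for mention because, of the 6 DESeq2 fits, its fold changes lay closest to the authors' deposited table, with a median absolute difference of 0.020, against 0.196 for the same fit without shrinkage.

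In Fig. 5b the paper shows Id3, Bambi, Tgfbr1, Krt17, Tgfb1 and Sox7 among the genes that changed significantly, and these 6 were not called here. All 6 were called by DESeq2 on the recovered reads and with the replicate block. They were also called with the correction for GC content with the replicate block, with the term for replicate 1 against 2 and 3 and with all other DESeq2 fits, which were chosen after seeing the values. Id3 was called in addition with a pseudocount of 5, without a filter and without control library 3, Tgfbr1 with a pseudocount of 5, Krt17 without ILK-K5 library 1 and, as an alternative chosen after seeing the values, with replicates 2 and 3 only, and Tgfb1 and Sox7 without control library 3. Supplementary Data 1 also lists Krt15. Krt15 (adjusted p = 0.552 here) was called only with the correction for GC content with the replicate block and with DESeq2 with the replicate block or the term for replicate 1, with or without shrinkage, all chosen after seeing the values.

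In Fig. 5c the paper marks Lgr5 as significantly regulated in the RNA-seq data, whereas its Supplementary Data 1 does not list this gene. Lgr5 had a log2 fold change of -0.05 here (adjusted p = 0.988) and was called under none of the alternatives. The paper's text gives 387 downregulated genes, whereas its Supplementary Data 1 lists 389. The authors' deposited table lists 933 upregulated genes, 1 more than Supplementary Data 1.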

Other observations

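The tests in this part were chosen after the results were seen. More genes were called higher than lower in ILK-K5, 83.0% of the 577 calls. After the correction for GC content the share of higher genes was 76.7%, and under quantile normalization it was 80.0%. A trend with GC content and the scaling of the libraries are therefore each argued against as the whole cause. Among the calls with a mean of at least 50 normalized counts in both genotypes, 109 were higher and 60 lower, or 64.5% higher. With the same limit on the controls alone they were 109 and 92, or 54.2% higher. With a limit of 100, the share was 63.6% in both genotypes (75 and 43) and 48.4% for the controls alone (75 and 80), which leaves no excess. Low counts in the controls therefore stay open as a source of part or all of the excess. They cannot be told apart from an effect of the genotype here, since such a limit also removes genes that rose from a low level. The correction for GC content combined with a replicate block moved the split to 727 higher and 420 lower genes, or 63.4% higher. Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many calls, the split by genotype, and the other splits gave 0. With 10 splits this share cannot be under 0.1, so that a grouping by accident cannot be told apart from an effect of the genotype by this count alone. The sex of the animals differed between libraries, as described below. The controls were littermates of ILK-deficient mice according to the paper, but the litter of each library is not known.

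Of the Tgf-β genes, the 9 that the study names had a median log2 fold change of 4.48, whereas the other 16 genes of the Tgf-β pathway list had 0.13. Leukocytes in the sorted fraction are a possible source of part of the rise, because marker genes of leukocytes rose in the same libraries. Whether leukocytes or bulge SCs express Mmp9, Mmp12, Mmp13, Igf1, Inhba and the others in these libraries cannot be told apart, since every ILK-K5 library carries the signal of leukocytes and no library measures single cells.

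The genes that fell in the Bmp list include antagonists of the pathway. Grem1, Sostdc1 and Fst were called lower, and Bambi fell without being called, while Id2, Id3 and Smad9, targets or transducers of the pathway, fell as well. Bmp6 had a log2 fold change of 1.26 (adjusted p = 0.798) and Bmp4 of -1.90 (adjusted p = 0.332), and neither was called, although DESeq2 on the recovered reads called Bmp4 lower. No explanation of these directions was tested.

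The bulge SC list had a median log2 fold change of -0.35 (adjusted p = 0.0242 from camera), with 2 of 8 genes called lower, both over all genes and adjusted over the list alone. Its call held under fry (adjusted p = 0.0466), and was lost without control library 1 (median -0.16, adjusted p = 0.0738), without control library 3 (-0.50, adjusted p = 0.0697) and without ILK-K5 library 1 (-0.44, adjusted p = 0.0620). Cd34, on whose protein the cells were sorted, had a log2 fold change of -1.90 (standard error 0.37, adjusted p = 0.0239). It was called without control library 2 and without ILK-K5 library 2 and in none of the other 4 fits that each left out a library, with adjusted p-values between 0.0200 and 0.0877. Krt15 had a log2 fold change of -1.16 (adjusted p = 0.552), Nfatc1 of -0.60 (adjusted p = 0.411), Lhx2 of -0.10 (adjusted p = 0.959), Sox9 of 0.26 (adjusted p = 0.881), Itga6 of 0.36 (adjusted p = 0.699), Cdh3 of 0.50 (adjusted p = 0.788) and Trp53 of 0.12 (adjusted p = 0.966). None of these 7 was called, and the signs of Lhx2 and Trp53 depended on the setting.

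The 6 laminin chains had a median log2 fold change of 0.05 (adjusted p = 0.918 from camera) and none was called, with 0 at an unadjusted p-value under 0.05. Without control library 1 the median was 0.30, without control library 2 it was -0.060 and without ILK-K5 library 3 it was 0.088. The cell cycle list had a median of -0.04 (adjusted p = 0.918), with 0 of 20 genes called and 1 at an unadjusted p-value under 0.05. Its mean log2 normalized counts were 8.32, 7.58 and 6.96 in control libraries 1 to 3 and 8.17, 7.69 and 7.27 in ILK-K5 libraries 1 to 3, so that the libraries differed more within than between genotypes. Without control library 1 its median was 0.34 (adjusted p = 0.0661), without control library 3 -0.31, without control library 2 0.06, without ILK-K5 library 3 0.21, without ILK-K5 library 2 -0.014 and without ILK-K5 library 1 -0.10.

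Genes that differ by sex placed both sexes in each genotype. Xist was high and the Y-linked genes were low in control libraries 1 and 3 and in ILK-K5 libraries 1 and 2, and the reverse held in control library 2 and ILK-K5 library 3. The list had a median log2 fold change of -0.35 (adjusted p = 0.776), and no gene was called, with 0 at an unadjusted p-value under 0.05. Without control libraries 1, 2 and 3 in turn the median was -1.43, 0.34 and -1.41, and without ILK-K5 libraries 1, 2 and 3 it was -0.049, 0.18 and -2.50.

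Dlk1 and ENSMUSG00000098411 held almost the same reads in every library, with 133, 38 and 93 reads on Dlk1 and 132, 38 and 92 on ENSMUSG00000098411 in control libraries 1 to 3. The second gene has no entry in the annotation used here. No explanation was tested.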
